# Genetic variation and expression diversity between grain and sweet sorghum lines

**DOI:** 10.1186/1471-2164-14-18

**Published:** 2013-01-16

**Authors:** Shu-Ye Jiang, Zhigang Ma, Jeevanandam Vanitha, Srinivasan Ramachandran

## Abstract

**Background:**

Biological scientists have long sought after understanding how genes and their structural/functional changes contribute to morphological diversity. Though both grain (BT×623) and sweet (Keller) sorghum lines originated from the same species *Sorghum bicolor* L., they exhibit obvious phenotypic variations. However, the genome re-sequencing data revealed that they exhibited limited functional diversity in their encoding genes in a genome-wide level. The result raises the question how the obvious morphological variations between grain and sweet sorghum occurred in a relatively short evolutionary or domesticated period.

**Results:**

We implemented an integrative approach by using computational and experimental analyses to provide a detail insight into phenotypic, genetic variation and expression diversity between BT×623 and Keller lines. We have investigated genome-wide expression divergence between BT×623 and Keller under normal and sucrose treatment. Through the data analysis, we detected more than 3,000 differentially expressed genes between these two varieties. Such expression divergence was partially contributed by differential *cis*-regulatory elements or DNA methylation, which was genetically determined by functionally divergent genes between these two varieties. Both tandem and segmental duplication played important roles in the genome evolution and expression divergence.

**Conclusion:**

Substantial differences in gene expression patterns between these two varieties have been observed. Such an expression divergence is genetically determined by the divergence in genome level.

## Background

Grain sorghum is the fifth most important cereal crop, providing food, feed and fiber for the world. Sweet sorghum has been evaluated as a viable feed stock for bio-ethanol production due to its high biomass yield and sugar content. Both grain and sweet sorghum lines originated from the same species “*Sorghum bicolor* L.”. These lines were found in sorghum landraces but modern sorghum cultivars were domesticated through breeding programs. In addition, they exhibit considerable differences in their phenotype. The grain sorghum genome AT×623 was first sequenced by methylation filtration technology [1]. On the other hand, the BT×623 genome was then completely sequenced by the short-gun sequencing technique and total of 36,338 loci were annotated with protein-coding transcripts [2]. Recently, Zheng et al. (2011) have re-sequenced two sweet sorghum and one additional grain sorghum genomes and identified a large numbers of SNPs (Single Nucleotide Polymorphisms), Indels (Insertion and Deletion), PAVs (presence/absence variations) and CNVs (copy number variations) [3]. However, our detailed analysis revealed that the differentiation in gene functions between the grain (BT×623) and sweet (Keller) sorghum lines might not directly contribute to their phenotypic divergence (see below), which raises the question how the obvious morphological variations between these sorghum lines occurred in a relatively short evolutionary or domesticated period.

Accumulated data demonstrated that expression divergence correlated with phenotype variations and manipulations of appropriate gene expression are sufficient for recreating phenotypic differences [4,5]. Expression profiling is one of the most important tools for dissecting biological functions of genes. However, no commercial microarray chips are available for sorghum to analyze the expression profiles. The first sorghum cDNA microarray chips were developed to identify differentially expressed genes under various treatments [6,7] but were not commercially available. The chips were used for detecting the expression of only 12,982 unique genes. Calviño et al. (2008; 2009) identified 154 differentially expressed genes between grain and sweet sorghum lines by using an Affymetrix sugarcane genechip [8,9]. However, only conserved sorghum genes could be detectable using the sugarcane chip. To our knowledge, no other microarray-based genome-wide expression analysis has been carried out in sorghum species. In this study, we first designed a sorghum custom microarray chip based on the genome annotation and available expressed sequence tag (EST) datasets. The chip comprises of 41,905 probes, representing 35,465 annotated loci and 6,440 sorghum ESTs, which have not been mapped on the annotated loci. Subsequently we analyzed and compared the transcription profiles between the grain and sweet sorghum lines. Such analysis of our data revealed around 30,000 expressed genes in both lines. These two lines showed difference in their transcriptomes with considerable numbers of variety-specifically or differentially expressed genes and they also exhibited expression difference in response to sucrose treatment.

Another raised question is about the molecular basis of expression divergence. Similar to other genomes, gene duplication and expansion were also observed in the sorghum genome [2]. Expression divergence of duplicated/expanded genes is a subject of great interest to geneticists and evolutionary biologists because it may contribute to the retention and functional divergence of duplicated/expanded genes [10]. Meagher (2010) proposed the hypothesis that epitype and associated phenotypes evolved by gene duplication, divergence, and subfunctionalization [11]. To investigate the contribution of gene duplication and expansion to expression divergence, we have identified tandemly or segmentally duplicated as well as expanded sorghum genes by mobile elements in a genome-wide level and subsequently investigated their expression divergence under normal growth conditions and sucrose treatments. Our data showed that higher expression divergence was observed in segmentally duplicated genes when compared to the tandemly duplicated genes. These duplicated genes in the grain sorghum experienced higher ratio of expression divergence when compared with those in the sweet sorghum. Limited expression divergence was observed for those genes expanded by mobile elements between BT×623 and Keller.

Finally, although expression divergence has been observed in several closely related species [12-14], little is known about the mechanisms underlying this divergence. To figure out the mechanisms underlying these expression variations among orthologous or paralogous genes, we further analyzed the regulatory motifs of their promoter regions. Our data showed that SNPs or structural variations (SVs) have significantly contributed to the expression divergence. In addition, DNA methylation may also play an important role in the species divergence through expression regulation of genes.

## Results

### Phenotypic and genetic variations between the grain and sweet sorghum

Both the grain (BT×623) and sweet (Keller) sorghum varieties showed obvious difference in their visible morphological characteristics. For example, at the seedling stage, BT×623 grew stronger than Keller (Figure 1a). Keller contained higher percentage of stem sugar content, and its brix degree is around 16.7%, statistically higher than 10.3% in BT×623 (P<0.01). Both varieties also showed the difference in the developmental stage of tracheary elements during xylem formation (Figure 1b and c). The difference was observed by epifluorescence, which was emitted from dead cells. It was obvious that BT×623 developed these elements earlier with stronger fluorescence than Keller at the similar stage.

**Figure 1:**
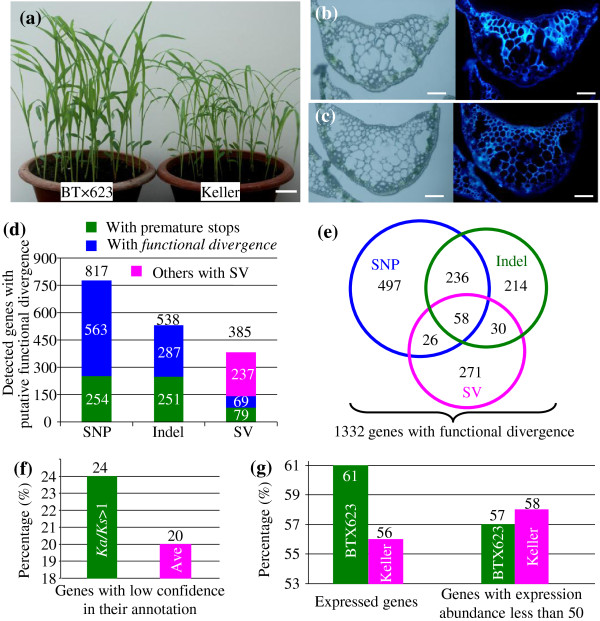
**Phenotypic and genotypic variations between BT×623 and Keller. (a)** Comparison between BT×623 and Keller at seedling stage. Bar in **(a)** is 3 cm. **(b)** and **(c)** Cross-sections of BT×623 and Keller leaves at the mid-rib regions under light microscopy (left) and under UV light with epifluorescence (right), respectively. Bars in **(b)** and **(c)** are 150 μM. **(d)** Detected genes with putative functional divergence with either premature stops or *Ka/Ks*>1. **(e)** Summary of genes with functional divergence. The venn diagram shows the relationship of divergent genes in their variation types. The blue, green and pink circles indicate the genes with variations from SNP, Indel and SV, respectively. **(f)** Percentage of genes with *Ka/Ks*>1 and with low confidence in their annotation. **(g)** Analysis of expression abundance of genes with functional divergence.

Since there are obvious phenotypic variations between these two lines, we expect a significant difference in their genotypes. The re-sequencing results revealed up to 85,041 SNPs, 16,781 Indels and 1,847 SVs in all annotated gene regions, accounting for 20%, 34% and 27% of total SNPs, Indels and SVs, respectively [3]. These variations cover 14,782 genes for SNPs, 7,977 genes for Indels and 2,071 genes for SVs. However, most of these variations may not affect functions of these genes. We have detected only 254, 251 and 79 genes suffered from SNP, Indel and SV, respectively, which may encode truncated proteins due to premature stops in Keller genes (Figure 1d). We subjected the remaining genes to the *Ka/Ks* analysis (where *Ka* = nonsynonymous substitutions per site, and *Ks* = synonymous substitutions per site) and C-value test (see methods). We have detected 563, 287 and 69 genes from SNP, Indel and SV, respectively, with functional divergence (Figure 1d). However, for structural variations, up to 237 genes were not investigated in their substitution rates since they were from deletion or copy number variation. Totally, 817, 538 and 385 genes have been detected with functional or protein divergence between BT×623 and Keller varidue to SNP, Indel and SV, respectively. Some of these genes have been undergone more than one type of variations. For example, 58 genes were detected with variations from SNP, Indel and SV (Figure 1e). Thus, a total of 1,332 genes were identified with functional or protein divergence between BT×623 and Keller. Further analysis showed that higher percentage of genes with *Ka/Ks* > 1 (24%) were annotated with low confidence while a total of 5197 genes were annotated in this class (20%) in the genome-wide level (Figure 1f). Furthermore, only 61% and 56% of these genes showed expression in our microarray analysis in BT×623 and Keller, respectively (Figure 1g). Among the expressed genes, up to 57% in BT×623 and 58% in Keller were identified with expression abundance less than 50 (Figure 1g). All these data suggested that in our analysis some of these genes with functional or protein divergence might have evolved into pseudogenes. Therefore, although significant difference in their visible phenotype between grain and sweet sorghum, relatively less divergence was observed in their encoded gene level.

### Contribution of gene duplication and mobile elements to genome divergence within and between BT×623 and Keller

Re-sequencing results showed that genome-wide duplication in either BT×623 or Keller might not occur after divergence from the most recent common ancestor (MRCA) of these two varieties. The data also showed that majority of segmental and tandem duplication as well as transposition of mobile elements occurred in their MRCA. To explore the contribution of segmental/tandem duplication and mobile elements to genome divergence within and between these two species (Figure 2a), we have genome-widely identified these duplicated genes or mobile element related genes. We have identified 4,927 segmentally duplicated genes from 2,739 segmental pairs (Figure 2b). We have also identified 3,708 tandem pairs consisting of 5,760 tandemly duplicate genes (see Methods). On the other hand, more than 60% of the sorghum genome was identified to be class I retroelements (54.52%) or class II DNA transposon (7.46%) (Figure 2b; [2]). Among the class I retroelements, majority of them is LTR retrotransposon, consisting of 54.43% of the genome. We have identified total of 23,915 full-length of LTR retrotransposons and of which only 1,343 genes were annotated (Figure 2b). For the class II DNA transposons, the largest class is the CACTA superfamily, accounting for 4.69% of the genome. We identified a total of 1,157 full-length CACTA elements with 574 captured genes (Figure 2b). To explore the functional or protein divergence of these genes, we subjected their sequences to *Ka/Ks* analysis (Figure 2c-f). Generally, majority of these genes (~90%) were subjected to purifying selection with *Ka/Ks* less than 1 either within or between the two varieties. For segmental duplicates, the average *Ka/Ks* value was 0.26 between BT×623 and Keller while the value was up to 0.43 within these two genomes (Figure 2c). The *Ka/Ks* value is 0.28 and 0.34, respectively for tandem pairs (Figure 2d). These data suggested that, after segmental/tandem duplication in their MRCA, lower divergence might have occurred between genes and their orthologs. Similar result was also observed for CACTA- or LTR-related duplicates (Figure 2f and e).

**Figure 2:**
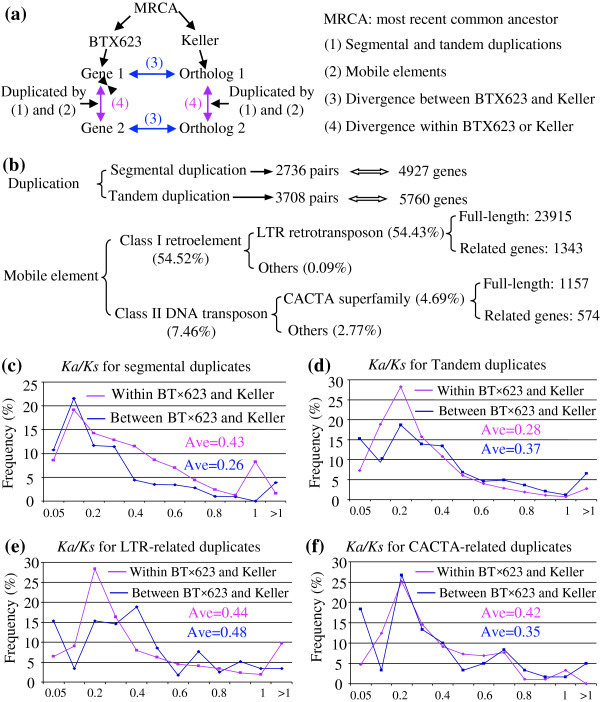
**Contribution of duplication and mobile elements to genome divergence. (a)** A simple model to show the contribution of duplication and mobile elements to gene divergence. **(b)** Genome-wide identification of duplication and mobile elements. Both tandem and segmental duplication related genes have been identified in genome-wide level. For mobile elements, both LTR retrotransposons and CACTA DNA transposons have been selected for genome-wide identification since these two elements consist of more 95% of mobile elements. **(c)** to **(f)***Ka/Ks* analysis of duplicated pairs from segmental and tandem duplication, LTR-retrotransposition, CACTA transposition, respectively. Red and blue lines show the *Ka/Ks* values from within and between BT×623 and Keller, respectively.

### Custom microarray analysis revealed variety-specifically or differentially expressed genes between BT×623 and Keller

We have identified 30,462 probes with expression signals in BT×623. Among them, 1,557 probes were detected only in sucrose-treated tissue samples, 535 only in normal growth conditions and the remaining 28,370 were expressed in both normal and sucrose-treated tissues (Figure 3a). 

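Gene expression was measured on single-colour custom Agilent arrays with Cy3-labelled total RNA from entire seedlings of the grain cultivar BTx623 and the sweet cultivar Keller. The seedlings were 14 days old and were placed in 5% sucrose solution, and the 0 h samples stand for normal growth conditions and the 2 h and 6 h samples for sucrose treatment. The 6 groups of cultivar and time had 2 arrays each from separate plantings, and the 12 arrays lay on 3 slides of 4. Each array held 41977 probes of the design, which were 35465 for annotated loci, 112 further probes for such loci and 6400 for ESTs (expressed sequence tags) without homology to them. The authors deposited the output of Agilent Feature Extraction for each array. It gives for each spot a processed signal, which is a background-subtracted intensity on a linear scale, not normalized between arrays, and a flag that marks spots well above background. The 75th percentile of the processed signal ranged from 323 to 400 on the arrays of slide 1 and from 549 to 677 on the arrays of the other slides. To compare expression abundance, the log2 processed signal of each array was therefore reduced by the log2 of that percentile, and limma was fitted over all 12 arrays with a shared estimate of the spread. The fit covered the 31950 probes that were well above background on both arrays of at least 1 group. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The paper's text names neither a test nor a normalization for the arrays. The number of arrays limits the precision. In simulated data with noise independent between arrays, 200 of the 31950 probes were given known changes between the cultivars at 0 h. There 56 of 100 probes changed 8-fold and 25 of 100 changed 4-fold were called, with 2 false calls. The simulation had no effect of slide or replicate, so the rates on the real arrays may differ.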

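A probe was counted as detected in a cultivar when it was marked as well above background on both arrays of at least 1 of its 3 time points. In BTx623, 30443 probes were detected, or 72.5% of the probes on the array. On single arrays of BTx623 30404.5 ± 1168 probes (SD, n = 6) were well above background, compared with 31001 ± 1828 (SD, n = 6) on those of Keller. The difference was smaller than the spread between arrays (two-sided exact permutation test within time points, p = 0.593, 216 arrangements). The choice that moved the number most was the scanner's other flag, for a positive and significant signal, with which 36621 probes were detected in BTx623.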

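By this rule 28352 probes were detected in BTx623 both at 0 h and in sucrose-treated seedlings, 1557 only after 2 h or 6 h in sucrose and 534 only at 0 h. The sizes of the smaller classes differed between the replicates. When replicate 1 was left out, 1226 probes were detected only at 0 h and 1103 only after sucrose treatment, so that the order of the classes changed. When replicate 2 was left out, the numbers were 501 and 3042. Over the 3 time points, 1925 probes were detected in replicate 1 of BTx623 but not in replicate 2, and 1002 in replicate 2 but not in replicate 1.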

In Keller, total of 30,978 probes were detectable with 1,207 probes in normal growth conditions, 898 in sucrose-treated tissues and 28,873 in both conditions (Figure 3a). 

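In Keller, 30960 probes were detected (73.8% of those on the array), with 28855 both at 0 h and after sucrose treatment, 1207 only at 0 h and 898 only after sucrose treatment. The array of replicate 2 at 0 h had 34664 probes well above background, and the other Keller arrays had between 29772 and 30849. Without that array, the mean of the Keller arrays was 30268.4 probes. When replicate 2 was left out, 974 probes were detected only at 0 h and 1591 only after sucrose treatment, which changed the order of these classes. When replicate 1 was left out, the numbers were 3395 and 407.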

Based on the Agilent earray signal detection system, we have detected 991 probes with expression only in BT×623 but not in Keller and these probes were from 193 ESTs and 798 annotated genes, respectively; similarly, we have also detected 1,507 Keller-specific probes including 278 from ESTs and 1,229 from annotated genes (Figure 3b). 

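Probes detected in only 1 cultivar, by the rule of both arrays of a time point, numbered 990 in BTx623, with 193 for ESTs and 797 for annotated loci. In Keller they numbered 1507, with 278 for ESTs and 1229 for annotated loci. A probe that is not well above background on both arrays can still carry signal on some of them. Of the BTx623-specific probes, 717 (72.4%) were well above background on at least 1 Keller array, and of the Keller-specific probes 1176 (78.0%) were so on at least 1 BTx623 array. When the flag had to be absent from all 6 arrays of the other cultivar, 273 BTx623-specific and 331 Keller-specific probes were left. All 6 arrays of 1 cultivar and none of the other carried signal for 161 probes in BTx623 and 87 in Keller. The larger class depended on the replicate, since without replicate 2 there were 2004 BTx623-specific and 975 Keller-specific probes, and without replicate 1 there were 616 and 3668. When only the 2 h and 6 h arrays were used, a choice made after the data were seen, 1194 probes were specific to BTx623 and 1038 to Keller.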

Our data showed that some of genes exhibited significant difference in their expression abundance between BT×623 and Keller (Figure 3c). 

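When the 3 time points were averaged, so that 6 arrays of each cultivar were compared, 965 probes were called higher in BTx623 and 633 higher in Keller with limma. Another background correction (normexp) moved these numbers most in proportion, to 378 and 279, and at least 2-fold with no test gave 1336 and 1190. Of the called probes 60.4% were higher in BTx623. With the slide as a block the share was 54.5%, and with that block on the unscaled signals, chosen after the data were seen, 47.8% (1025 and 1118 probes), so that more were then higher in Keller. For the deposited signals without scaling and without a block the share was 71.3%, and the median of all probes then lay at -0.12 on the log2 scale (Keller minus BTx623). With normexp the median lay at 0.13, and at 0.15 for the 0 h arrays alone. The paper states that part of the genes differ significantly in expression abundance between the cultivars (Figure 3c), and its text names no averaging over the time points.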

We have detected total of 507 genes with at least twice higher in their expression level in BT×623 when compared with Keller. 

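At 0 h, 467 probes were called at least 2-fold higher in BTx623 than in Keller with limma, which was 66.9% of the probes called at that time. In proportion the number moved most when only the 4 arrays compared were fitted, to 54, since fewer arrays then estimated the spread; with at least 2-fold and no test it was 1532. It fell to 286 without Keller 0 h replicate 1. Among called probes well above background on all 4 arrays, the difference was largest at an EST probe, with a processed signal of 6174 ± 1294 (SD, n = 2) in BTx623 and 11.8 ± 3.96 in Keller, a log2 difference of -9.09 for Keller minus BTx623 (SE 0.352, adjusted p = 6.0e-06). A second EST probe had a log2 difference of -8.33 (SE 0.637, adjusted p = 0.00022). The probe of locus Sb04g035465 on chromosome 4 had a signal of 1754 ± 177 in BTx623 and 18.2 ± 2.90 in Keller (log2 difference -6.62, SE 0.298, adjusted p = 1.1e-05). The difference at Sb04g035465 was called in each of the 9 other settings and with each of the 12 arrays left out. Whether the Keller transcripts match these probes in sequence was not analysed here.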

In Keller, total of 387 genes were observed with at least twice higher in their expression signal when compared with BT×623. 

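At 0 h, 231 probes were called at least 2-fold higher in Keller with limma. With the replicate number as a block the count was 363, and without Keller 0 h replicate 1 it was 123. The probe of Sb02g031160, a locus similar to an RNase S-like protein on chromosome 2 from 66142527 to 66145285 (minus strand, as the paper's gene lists give it), had the largest difference among called probes well above background on all 4 arrays. Its processed signal was 64.2 ± 7.73 (SD, n = 2) in BTx623 and 2332 ± 370 in Keller, a log2 difference of 5.15 (SE 0.523, adjusted p = 0.00098). The difference at Sb02g031160 was called in 8 of the 9 other settings and with each of the 12 arrays left out. Sb02g007380, also on chromosome 2, differed by 4.95 on the log2 scale (SE 0.519, adjusted p = 0.0012) and Sb05g007250 on chromosome 5 by 4.46 (SE 0.555, adjusted p = 0.0029).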

We classified all expressed genes into 4 groups based on their expression level (Figure 3d). Genes with low abundance (the processed signal is less than 50) account for 16.7% and 18.8% of total expressed genes in BT×623 and Keller, respectively. 

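The share of low-abundance probes was computed on each array, among the probes well above background and from the processed signal as deposited. It was 20.1% ± 3.81 (SD, n = 6) in BTx623 and 22.9% ± 4.64 (SD, n = 6) in Keller, and single arrays ranged from 14.3% to 28.4%. The 4 arrays of slide 1, which were the dimmest, had between 24.1% and 28.4%. Keller 0 h replicate 2 on slide 2, with the highest 75th percentile (677), lay within that range at 24.7%. The flag for a positive and significant signal moved the shares most, to 33.1% and 35.5%.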

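With the processed signal of each array divided into classes at 50, 500 and 5000, the probes between 50 and 500 made up 43.4% ± 1.91 (SD, n = 6) of the detected probes in BTx623 and 43.7% ± 2.79 (SD, n = 6) in Keller. Those between 500 and 5000 made up 30.5% ± 3.02 in BTx623 and 28.1% ± 4.66 in Keller. After scaling of the arrays to the same 75th percentile, the middle class was 44.1% in BTx623 and 43.6% in Keller, so that the order of the cultivars changed, within the spread between arrays.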

More than 45% of genes were expressed with middle abundance (50–500) and around 30% of genes were with high abundance (500–5,000). Only less than 6% of genes exhibited very high expression level (>5,000). 

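The most abundant class, over 5000, held 5.86% ± 0.541 (SD, n = 6) of the detected probes on the BTx623 arrays and 5.14% ± 1.22 (SD, n = 6) on the Keller arrays. Single arrays ranged from 3.46% to 6.82%.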

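The cultivars were compared in each abundance class by two-sided exact permutation of the arrays within time points. The exact p was 0.231 for signals under 50, 0.843 for 50 to 500, 0.333 for 500 to 5000 and 0.259 over 5000. After Benjamini-Hochberg adjustment over the 4 classes, the values were 0.444, 0.843, 0.444 and 0.444. The largest difference of the means, Keller minus BTx623, was 2.82 percentage points in the class under 50. There the share was higher on the Keller array in 6 of 6 pairs with the same time and replicate number (exact p = 0.031, the smallest that 64 changes of sign can give, and 0.125 adjusted over the classes), a test chosen after the data were seen. After scaling of the arrays to the same 75th percentile, the difference under 50 was 1.00 points (exact permutation within time points, p = 0.620). The difference in the class from 500 to 5000 went from -2.43 to -0.42 points.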

Our data showed that similar percentages of genes have been detected between BT×623 and Keller in each group, which was not statistically different (Z-test, P>0.05).

**Figure 3:**
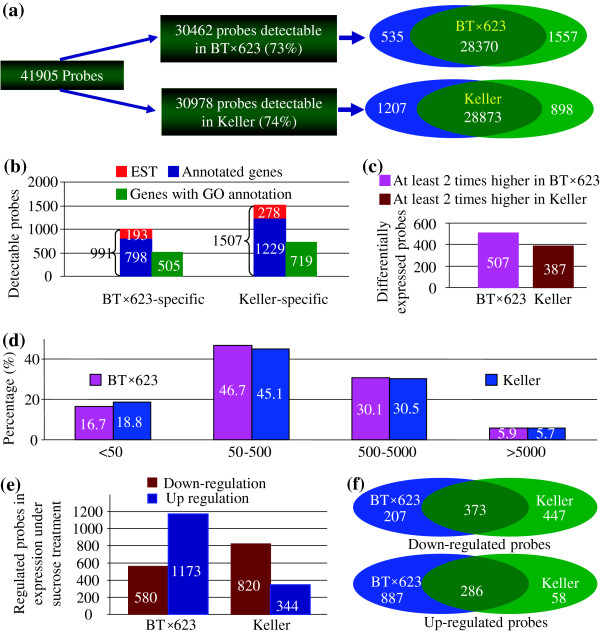
**Expression divergence of genes between BT×623 and Keller. (a)** General expression profile of genes in both BT×623 and Keller under normal and sucrose treatments. **(b)** Detection of genes with BT×623- or Keller-specific expression. **(c)** Identification of genes with differential expression abundance between BT×623 and Keller. **(d)** General profile of expression abundance in both BT×623 and Keller. **(e)** Genome-wide identification of genes regulated by sucrose treatments. **(f)** A venn diagram showing the distribution of regulated genes in either BT×623 or Keller.

To explore why both BT×623 and Keller show the obvious difference in their brix degree, we carried out the comparative expression analysis under sucrose treatment. 

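For the sucrose response, the arrays after 2 h and after 6 h were compared with the 0 h arrays of the same cultivar, each comparison with its own adjustment, and a probe called at either time was counted. All 12 arrays came from these 6 groups, and seedlings kept for 2 h or 6 h without sucrose were not analysed here, so that a change includes any effect of time and handling. In BTx623, the 0 h array of replicate 1 lay on slide 1, its 2 h and 6 h arrays on slide 2 and all arrays of replicate 2 on slide 3. In Keller, all arrays of replicate 1 lay on slide 1, and replicate 2 had its 0 h and 2 h arrays on slide 2 and its 6 h array on slide 3. The deposited signals without scaling shifted the median of all probes by 0.31 at 2 h and 0.34 at 6 h in BTx623, and by 0.10 at 2 h and -0.08 at 6 h in Keller, on the log2 scale. With normexp the shifts were -0.11 and -0.11 in BTx623 and -0.17 and -0.09 in Keller. For the BTx623 change at 6 h, 200 of 31950 probes were changed in simulated data with independent noise and no effect of slide or replicate. There 64 of 100 probes changed 8-fold and 35 of 100 changed 4-fold were called, with 5 false calls.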

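After sucrose treatment of BTx623, limma called 327 up-regulated and 637 down-regulated probes. At 6 h alone the numbers were 316 and 633, and at 2 h alone 21 and 37. The choice that moved them most in proportion was to fit only the arrays compared, which gave 0 calls at 2 h and at 6 h with limma. At an unadjusted p under 0.05 and at least 2-fold that fit had 1842 probes at 2 h and 3415 at 6 h, and its smallest adjusted p was 0.476 and 0.0857. With the replicate number as a block, 1299 probes were up-regulated and 1855 down-regulated, and with the slide as a block 846 and 1424. In the deposited signals without scaling, 82 probes were called up and 59 down. Single arrays decided much of the number: without BTx623 6 h replicate 2, 15 probes were called up, and without BTx623 6 h replicate 1, 65 were called down.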

In BT×623, only 580 down-regulated genes were identified whereas up to 1,173 genes were detected with up-regulated expression patterns (Figure 3e). However, in Keller, total of 820 genes were down-regulated and only 344 genes were regarded as up-regulation in their expression (Figure 3e). Thus, our data revealed that the number of up-regulated genes in BT×623 was at least twice as many as the down-regulated genes; and in Keller, contradictory situation was observed, that was, up-regulated genes were only half of the down-regulated genes. 

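In Keller, limma called 222 probes up-regulated and 493 down-regulated after sucrose treatment. At 6 h alone the numbers were 212 and 493, and at 2 h alone 24 and 27. The replicate number as a block gave 1060 and 1519, and the slide as a block 822 and 1203. The unscaled signals gave 45 and 119. Fitted on only the arrays compared, limma made 0 calls, with 1960 probes at 2 h and 3449 at 6 h past an unadjusted p of 0.05 and 2-fold. Without Keller 0 h replicate 1, 8 probes were called up and 47 down.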

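Up-regulated probes were 33.9% of the probes called after sucrose treatment in BTx623 and 31.0% in Keller. Over the other settings with scaled or normalized arrays the share ranged from 14.1% (adjusted p under 0.01) to 41.2% (replicate block) in BTx623, and from 14.0% (adjusted p under 0.01) to 47.1% (2 h alone) in Keller. For the deposited signals without scaling it was 58.2% in BTx623 and 27.4% in Keller. With the same unscaled signals, a choice of at least 2-fold with no test gave 69.9% and 40.3%, and the slide as a block gave 26.0% and 30.5%. These last 2 choices were made after the data were seen.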

For both down- and up-regulated genes, considerable numbers of genes were commonly regulated by sucrose treatment in both the grain and sweet sorghum (Figure 3f). 

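In both cultivars, 167 probes were called up-regulated and 400 down-regulated. With the replicate number as a block the shared calls were 772 and 1211. Without Keller 0 h replicate 1, 5 shared up-regulated probes were called, and without Keller 6 h replicate 1, 43 shared down-regulated ones. Each cultivar was compared with its own 0 h arrays. Sb03g044790, similar to a potassium transporter, lies on chromosome 3 from 72144413 to 72149281 (plus strand). Its processed signal rose from 37.8 ± 4.36 (SD, n = 2) at 0 h to 466 ± 34.0 at 2 h in BTx623 and from 31.1 ± 19.3 to 516 ± 120 in Keller. The log2 changes were 3.30 (SE 0.253, adjusted p = 0.0062 with limma) and 4.08 (SE 0.253, adjusted p = 0.0022), each called in 7 of 9 other settings, and with 10 and 11 of the 12 arrays left out. The adjacent locus Sb03g044780, also similar to a potassium transporter (72136141 to 72140648), changed by 3.12 and 3.90 at 2 h, with 1 outlier spot of Keller 0 h left out. Sb02g030300, similar to DREB1a, lies on chromosome 2 from 65373719 to 65374417 (minus strand). Its signal fell from 6905 ± 2686 to 196 ± 14.0 at 6 h in BTx623 and from 4715 ± 559 to 80.4 ± 69.0 in Keller. Its log2 changes were -5.41 (SE 0.433, adjusted p = 0.0030) and -6.10 (SE 0.433, adjusted p = 0.0014), and both were called with each of the 12 arrays left out. Among called probes well above background on all 4 arrays, the largest rise in BTx623 at 6 h, 9.33 on the log2 scale for Sb03g025520, had an SE of 1.92 and an adjusted p of 0.040, and was called with 4 of the 12 arrays left out in turn.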

Besides the commonly down-regulated genes, up to 447 genes were down-regulated only in Keller and 207 genes were only in BT×623. 

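Down-regulation was called in BTx623 and not in Keller at 237 probes, and in Keller and not in BTx623 at 93. The replicate block gave 644 and 308 such probes and the slide block 537 and 316. Without BTx623 0 h replicate 1, 354 probes were called down only in Keller, and without Keller 0 h replicate 1, 473 only in BTx623. The probes called only in BTx623 had a median log2 change of -1.83 there and of -1.21 in Keller, where 94.1% of them fell and 67.5% fell at least 2-fold. The probes called only in Keller had a median of -1.98 there and of -1.35 in BTx623, where 95.7% fell and 75.3% fell at least 2-fold.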

On the contrary, apart from the commonly up-regulated genes, majority of up-regulated genes were detected only in BT×623 and only 58 up-regulated genes were presented in Keller. These data revealed the obvious difference between the grain and sweet sorghum varieties in their sucrose regulation pathways.

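Up-regulation was called only in BTx623 at 160 probes and only in Keller at 55. The replicate block gave 527 and 288, and the slide block 342 and 318. With the slide block on the unscaled signals, a choice made after the data were seen, there were 190 and 226, so that the order of the cultivars was reversed. Without BTx623 0 h replicate 2, 181 probes were called up only in Keller, and without BTx623 6 h replicate 2, 3 only in BTx623. At the 160 probes the median log2 change was 1.85 in BTx623 and 1.23 in Keller, where 98.8% rose. At the 55 probes it was 2.37 in Keller and 1.29 in BTx623, where 96.4% rose and 78.2% rose at least 2-fold.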

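A probe called in 1 cultivar and not in the other need not respond differently, so the difference of the log2 changes (Keller minus BTx623) was tested itself. As an interaction contrast in limma it called 0 of 31950 probes at 2 h and at 6 h. The smallest adjusted p was 0.990 at 2 h and 1.00 at 6 h. At an unadjusted p under 0.05 there were 264 probes at 2 h and 318 at 6 h, where chance gives 1597.5. With the replicate block there were 600 and 649, again with 0 calls, and with the slide block 517 and 665. Fewer than by chance means that the test is conservative on these arrays. In simulated data with independent noise and 200 probes given a different response at 6 h, 31 of 100 probes with an 8-fold difference and 7 of 100 with a 4-fold difference were called, so the 0 calls do not show that the responses are equal. With no test, the changes differed at least 2-fold at 2018 probes at 2 h and at 1958 at 6 h. From the numbers of genes regulated in either or both cultivars, the paper concludes that the grain and the sweet cultivar differ in their sucrose regulation pathways.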

Among the differentially expressed genes under sucrose treatment, we were interested in those genes encoding transcription factors (TFs) or carbohydrate metabolism related genes. 

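Of the 2370 rows of the paper's list of transcription factors (Additional file 9), the first 1998 were used here, which name 1557 loci with a probe. Of these, 1287 passed the filter on dim probes. In at least 1 cultivar, 36 of them were called down-regulated after sucrose treatment and 14 up-regulated, with limma. The replicate block, tried on this list after the data were seen, gave 102 and 51. Sb07g004190 (chromosome 7, 5335104 to 5337182, minus strand) fell most among those well above background on all 4 arrays, from a processed signal of 19256 ± 2076 (SD, n = 2) at 0 h to 384 ± 160 at 6 h in BTx623, a log2 change of -6.03 (SE 0.623, adjusted p = 0.0045). In Keller its log2 change was -6.55 (SE 0.623, adjusted p = 0.0032). Sb10g022340 (chromosome 10, 49929672 to 49931250, plus strand) rose by 4.56 in BTx623 (SE 0.856, adjusted p = 0.030) and by 4.59 in Keller (SE 0.856, adjusted p = 0.033) at 6 h. With single arrays left out, its rise was called in 7 of 12 cases in BTx623 and in 4 of 12 in Keller.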

Among around 2,000 genes encoding transcription factors, we have identified 88 down-regulated and 38 up-regulated genes (Additional file 1a and b). They are from different families of TFs and both grain and sweet sorghum showed the difference in the sucrose regulation of TFs. 

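Among the transcription factors tested, 12 were called up-regulated and 32 down-regulated in BTx623, and 8 and 26 in Keller. Of these, 6 up-regulated and 22 down-regulated loci were called in both. With the replicate block there were 40 and 90 in BTx623, 34 and 77 in Keller, and 23 and 65 in both. Sb06g025900 (chromosome 6, 54954569 to 54955252, plus strand) had a log2 change of -6.00 in Keller at 6 h (SE 0.435, adjusted p = 0.0014) and of -4.97 in BTx623 (SE 0.435, adjusted p = 0.0030).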

Among around 300 carbohydrate metabolism related genes, only 10 of them were down-regulated and 11 were up-regulated (Additional file 1c and d). These results showed that most of these genes were not regulated by sucrose treatment although they were involved in sucrose metabolism.

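The paper's list of carbohydrate metabolism related genes (Additional file 10) holds 367 loci, each with a probe, and 353 passed the filter on dim probes. After sucrose treatment, 2 of them were called up-regulated and 13 down-regulated in at least 1 cultivar, with limma. In BTx623 the numbers were 2 and 13, and in Keller 2 and 6. Under the replicate block 19 were up and 28 down in at least 1 cultivar, a choice made after the data were seen, as was the slide block with 11 and 22. Sb10g023850, similar to a fructose-bisphosphate aldolase, lies on chromosome 10 from 52590798 to 52593074 (plus strand). Its processed signal fell from 695 ± 438 (SD, n = 2) at 0 h to 36.5 ± 5.68 at 6 h in BTx623 and from 709 ± 651 to 19.1 ± 2.33 in Keller. The log2 changes were -4.42 (SE 0.716, adjusted p = 0.019) and -4.72 (SE 0.716, adjusted p = 0.017). Sb05g005470, similar to an aldehyde dehydrogenase, lies on chromosome 5 from 7432109 to 7436572 (plus strand). Its signal rose from 373 ± 70.9 to 2196 ± 167 in BTx623 and from 205 ± 35.3 to 1683 ± 414 in Keller, log2 changes of 2.25 (SE 0.437, adjusted p = 0.034) and 3.13 (SE 0.437, adjusted p = 0.013). With single arrays left out, the rise of Sb05g005470 was called in 4 of 12 cases in BTx623 (adjusted p up to 0.18, without BTx623 6 h replicate 1) and in 10 of 12 in Keller, and the fall of Sb10g023850 in 8 of 12 in each cultivar.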

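The 15 called carbohydrate metabolism related genes made up 4.25% of those tested, and 3.56% of the other 27990 tested loci were called (odds ratio 1.20, two-sided Fisher's exact test, p = 0.469). Adjusted over the list alone, 28 genes were called. Under the replicate block 47 genes of the list were called, 13.3% against 11.9% of the other loci (Fisher's exact test, p = 0.408). Of the 21 loci in Additional file 1c and d, all tested here, 7 were called in the paper's direction in at least 1 cultivar. Of the 21, 18 were so called under the replicate block, and 20 changed at least 2-fold in that direction in a cultivar the paper names for them. The 18 do not take into account which cultivar the paper names. Under that block Sb04g006440, listed for BTx623 alone, was called only in Keller. Several loci listed for 1 cultivar were called in both, such as Sb01g005960 and Sb03g034640. Sb02g040190 and Sb04g034920, listed for Keller alone, were called only there. Sb03g034280, similar to an oxidoreductase precursor (chromosome 3, 62494036 to 62498380, plus strand), was not well above background in BTx623 at 0 h and had a signal of 264 ± 302 (SD, n = 2) at 6 h. The 6 h arrays lay far apart, at 50.5 and 478. Their mean was at least 13.1-fold the lowest signal well above background on the 0 h arrays, which holds for the mean on the scaled log2 values and not for the dimmer array alone, and normexp with its offset gave a log2 change of 1.46. The rise had an adjusted p of 0.063 and was called under the replicate block (adjusted p = 0.0068 in BTx623 and 0.020 in Keller).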

### Functional annotation of differentially expressed genes between BT×623 and Keller

We are interested in differentially expressed genes between BT×623 and Keller. These include BT×623/Keller-specific genes (expressed only in BT×623/Keller), sucrose-regulated genes only in BT×623/Keller and genes with at least two times’ higher in BT×623/Keller. 

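The probes of 6 classes were put together and each was counted only a single time. The classes were probes detected in BTx623 or in Keller alone, probes called at least 2-fold higher in either cultivar at 0 h, and probes called after sucrose treatment in either cultivar alone. They held 3342 probes. With a change of at least 2-fold and no test in place of limma's calls, they held 7648. Under the replicate block they held 4682 and with the slide block 4338, both chosen after the data were seen.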

Based on our analysis (Figure 3), total of 4,015 probes were identified with differential expression between BT×623 and Keller. Among them, 3,436 genes with annotated loci were selected to investigate their functional divergence (Figure 4a). 

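Annotated loci made up 2781 of the probes in the 6 classes. Detected only in BTx623 were 795 loci, and only in Keller 1228. At 0 h, 367 loci were higher in BTx623 and 196 higher in Keller. Regulated by sucrose only in BTx623 were 358 loci, and only in Keller 133. Under the replicate block, these last 4 classes held 532, 315, 1044 and 540 loci.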

Firstly, we analyzed their amino acid sequence variations of these genes and found that total of 47% of differentially expressed genes showed no variation in their encoded protein sequences. The remaining genes were subjected to *Ka/Ks* analysis, which revealed that only 2.4% of these genes exhibited functional or protein divergence with *Ka/Ks* > 1 (Figure 4b). These data indicated that most of the differentially expressed genes between BT×623 and Keller were under purifying selection with functional constraints.

**Figure 4:**
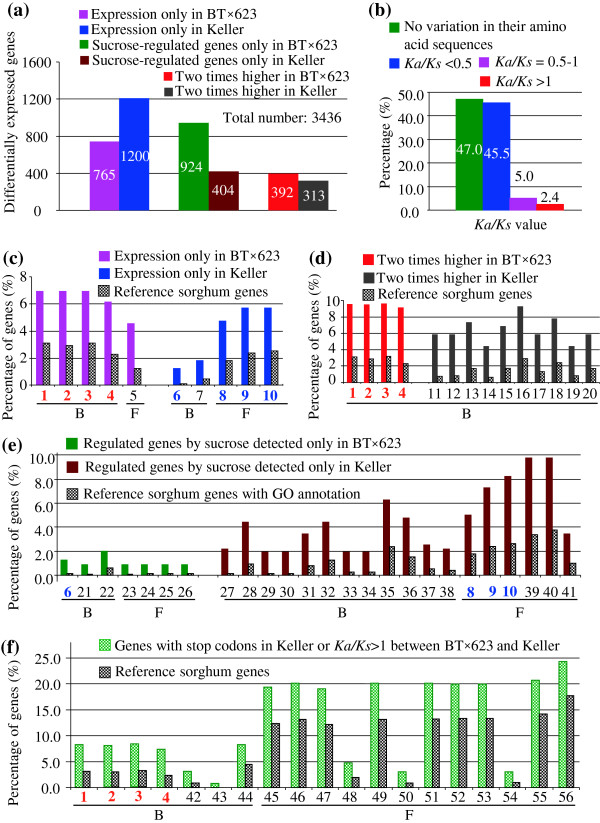
**Functional annotation of differentially expressed genes between BT×623 and Keller.** (**a**) A summary of 6 types of differentially expressed genes between BT×623 and Keller. (**b**) Ka/Ks analysis of differentially expressed genes. (**c**) to (**f**) Functional annotation of over-represented genes. 1, death; 2, programmed cell death; 3, cell death; 4, Apoptosis; 5, helicase; 6, reproductive cellular process; 7, post-embryonic morphogenesis; 8, monooxygenase activity; 9, heme binding; 10, tetrapyrrole binding; 11, flavonoid biosynthesis; 12, flavonoid metabolism; 13, aromatic compound biosynthesis; 14, pigment biosynthesis; 15, cellular amino acid derivative biosynthesis; 16, cellular aromatic compound metabolism; 17, phenylpropanoid biosynthesis; 18, cellular amino acid derivative metabolism; 19, pigment metabolism; 20, phenylpropanoid metabolism; 21, lipid localization; 22, reproductive process in a multicellular organism; 23, chitin binding; 24, pattern binding; 25, chitinase activity; 26, polysaccharide binding; 27, response to chitin; 28, photosynthesis; 29, indolalkylamine metabolism; 30, tryptophan metabolism; 31, hormone metabolism; 32, regulation of hormone levels; 33, indole derivative metabolism; 34, indole and derivative metabolism; 35, response to cold; 36, response to bacterium; 37, auxin metabolism; 38, nucleosome assembly; 10, tetrapyrrole binding; 39, iron ion binding; 40, electron carrier activity; 9, heme binding; 8, monooxygenase activity; 41, oxygen binding; 42, RNA-dependent DNA replication; 43, anatomical structure homeostasis; 44, DNA metabolism; 45, adenyl ribonucleotide binding; 46, purine nucleoside binding; 47, ATP binding; 48, nucleotidyltransferase activity; 49, adenyl nucleotide binding; 50, RNA-directed DNA polymerase activity; 51, nucleoside binding; 52, purine ribonucleotide binding; 53, ribonucleotide binding; 54, DNA polymerase activity; 55, purine nucleotide binding; 56, nucleotide binding.

Since genes with either functional/protein (Figure 1d and e) or expression (Figure 4a) divergence may contribute to phenotypic variations (Figure 1a to c), we were interested in figuring out the difference in their functional annotation. Hence, we investigated Gene Ontology (GO) terms and identified overrepresented GO terms (Figure 4c-e). For each term, we identified GO-slim terms in three categories: molecular function (F), biological process (B), and cellular component (C) [15]. Our primary motivation was to evaluate whether these genes are biased toward particular functions. Our data showed that overrepresented BT×623-specific genes mainly functioned in apoptosis/cell death related biological functions or as helicase (pink column in Figure 4c) in molecular function. Keller-specific genes might play roles in reproductive cellular process and post-embryonic morphogenesis or with monooxygenase activity, heme and tetrapyrrole binding (blue column in Figure 4c). Interestingly, differentially expressed genes with at least twice higher in BT×623 also showed functions in apoptosis/cell death related biological processes (red column in Figure 4d). However, for the genes with twice higher expression in Keller, they showed overrepresented biological functions in multiple GO terms (black column in Figure 4d). Similarly, multiple GO terms have been identified with overrepresented biological functions or molecular functions for differentially expressed genes under sucrose treatment (Figure 4e). Some overlapping GO categories have been observed between sucrose regulated genes and these genes with expression only in Keller (Figure 4c and e). These categories include reproductive cellular process with item No. 6 for biological function and monooxygenase activity, heme and tetrapyrrole binding with No. 8, 9 and 10 for molecular function (blue numbers in Figure 4c and e). In addition, we also analyzed the genes with functional or protein divergence as indicated in Figure 1d. Similarly, multiple GO categories were detected with over-representation in both biological and molecular functions (Figure 4f). Among them, interestingly, genes with apoptosis/cell death related biological functions (as shown in Figure 4c and d) were also detected with over-representation (red numbers in Figure 4f).

### Promoter variation and expression divergence

To explore why considerable number of genes showed expression divergence, we examined their promoter variations. Among the total of 36,338 annotated genes, 68.3% of them showed variations in the 1.5 Kb promoter regions upstream of start codon of each gene and the remaining 31.7% of genes showed no promoter variation between BT×623 and Keller (Figure 5a). Among the differentially expressed genes, 69.6% of them showed promoter variation and 30.4% of them exhibited no variation in their 1.5 Kb promoter regions (Figure 5b). These data indicated that expression divergence was also observed in genes with identical promoter sequences but under different genome background. To explain the observation, we randomly selected 20 genes with identical promoter sequence in 1.5 Kb regions but with differential expression abundance between BT×623 and Keller for DNA methylation analysis. Our data showed that DNA methylation levels and patterns in promoter regions were different between these two varieties. One of the examples lies in the gene with locus name *Sb02g039380*. This gene showed significant difference in their expression abundance between BT×623 and Keller (Figure 5c). However, their 1.5 Kb promoter regions showed 100% homology. 

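At 0 h, the probe of Sb02g039380 on chromosome 2 had a processed signal of 50.9 ± 8.40 (SD, n = 2) in BTx623 and 263 ± 57.7 in Keller, and was well above background on all 12 arrays. The scaled values differed by 2.33 on the log2 scale (SE 0.376, adjusted p = 0.012 with limma), which is 5.03-fold. Over 9 other settings the difference lay on the same side and was called in 6. It was not called with normexp, where it was 1.43, with the unscaled signals or when only the 4 arrays compared were fitted. With 1 array left out it was called in 9 of 12 cases, and not without Keller 0 h replicate 1 or either BTx623 0 h array.

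**Figure D1:**
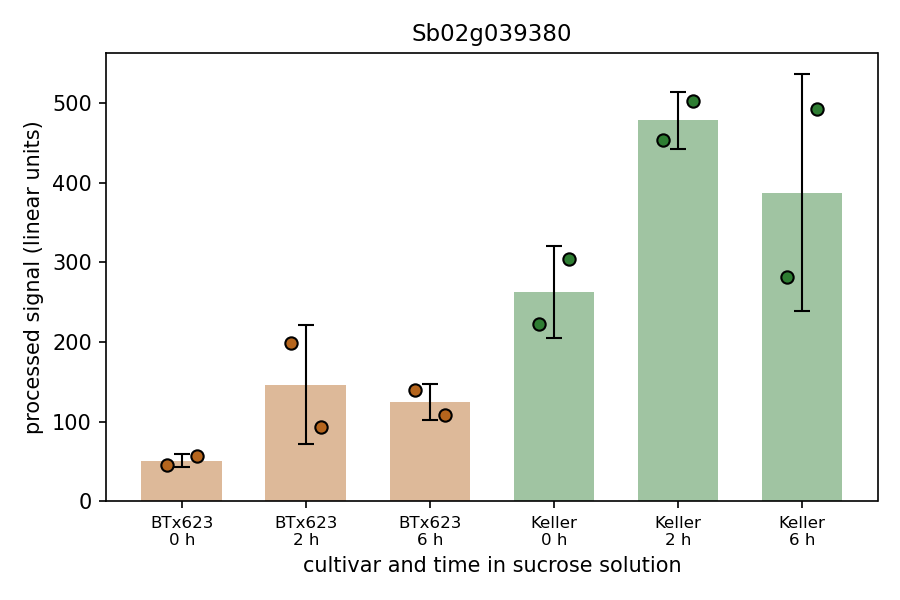
Processed signal (linear units) of the Sb02g039380 probe by cultivar and time in sucrose solution. Points are single arrays, bars their mean and error bars the SD of 2 arrays; at 0 h the Keller arrays lie at 222 and 304 and the BTx623 arrays at 44.9 and 56.8.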

Bisulphate sequencing of these regions showed that they exhibited distinct differences in the percentages of methylation regions. For example, the cytosine at the -783^rd^ bp of the promoter in BT×623 was methylated whereas the corresponding locus was not methylated in Keller (Figure 5d). 

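Over the 3 time points together, Sb02g039380 was higher in Keller than in BTx623 by 2.10 on the log2 scale (SE 0.217, adjusted p = 0.00031 with limma). In the 8 other settings and with each of 12 arrays left out this difference was called, and it ranged from 1.53 to 2.25. In BTx623 the processed signal was 146 ± 74.7 (SD, n = 2) at 2 h and 124 ± 22.4 at 6 h, and in Keller 478 ± 35.5 and 388 ± 149. The change of Sb02g039380 after sucrose treatment was not called in either cultivar, with log2 changes of 1.11 (adjusted p = 0.32) in BTx623 and 0.77 (adjusted p = 0.60) in Keller at 2 h. Methylation of its promoter was not analysed here.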

The result may provide an evidence to explain why the expression abundance in Keller was at least 4 times higher than that in BT×623.

**Figure 5:**
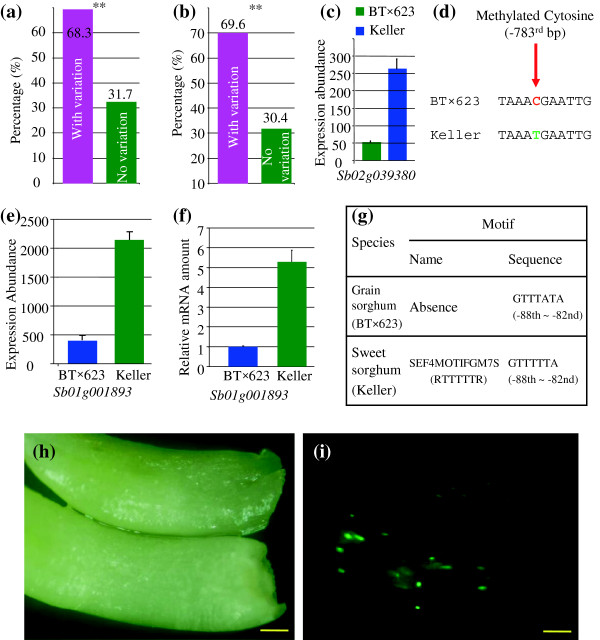
**Investigation of promoter variation and DNA methylation. (a)** Percentages of genes with and without variations in their promoter regions. **(b)** Percentages of promoter variation of genes with differential expression. **(c)** An example of a gene with the same promoter sequence but with differential expression abundance between BT×623 and Keller. **(d)** Differentially methylated cytosine in their promoter regions between BT×623 and Keller. **(e)** and **(f)** An example of a gene with differential expression abundance by microarray and qRT-PCR analysis, respectively. **(g)** Promoter motif analysis of the gene *Sb01g001893*. **(h)** and **(i)** Transient expression analysis of the promoter-GFP constructs. **(h)** The bright-field image under visible light. **(i**) The image showing GFP expression abundance under confocal microscopy in bombarded sorghum shoots. Top and bottom panels in **(h)** and **(i)** show the images from the promoters without motif SEF4MOTIFGM7S and with the motif, respectively. Bars in **(h)** and **(i)** are 250 μM. To test their transformation efficiency, total of 10 microscope views were selected in each cassette each repeat to count transformed cells with detectable GFP activity. On average, 20.2 and 19.9 cells in each view for the motif SEF4MOTIFGM7S-containing cassette and non motif cassette, were detected, respectively. No difference has been detected in their transformation efficiency by *t*-test (P<0.01).

Since up to 69.6% of promoters showed polymorphism between BT×623 and Keller, we also investigated how these variations contributed to the expression divergence. All the promoter sequences from differentially expressed genes were achieved from both BT×623 and Keller genomes and were then submitted to motif searches (see Methods). Over-represented motifs were identified according to their frequency presented in BT×623 and Keller (Additional files 2 and 3). For the genes expressed only in BT×623, one of the over-represented motifs is TATABOX3, which is critical for accurate transcription initiation. In Keller, some of the motifs have been mutated; as a result, no expression was detected. The motif HDZIP2ATATHB2 was over-represented in these genes with specific expression patterns or with higher expression level in BT×623. Matrix attachment regions (MARs) usually resulted in higher expression [16]. Over-represented MARTBOX motif may provide an evidence to explain why expression level in BT×623 is higher than that in Keller in corresponding genes. Both motifs SURE1STPAT21 and SURE2STPAT21 are sucrose responsive elements (SURE) and they are over-represented in the sucrose-regulated genes only in BT×623. For Keller-specific genes, the xylem-specific expression element was over-represented, suggesting that Keller might be different from BT×623 in xylem development. Among the sucrose-regulated genes only in Keller, the motif ABREZMRAB28 was over-represented, which functions in ABA and water-stress responses. This fact may imply the interaction of sucrose metabolism and abiotic stress signaling.

To further investigate how these variations in promoter motifs affect gene expression patterns, two promoters with difference in their motif structures between BT×623 and Keller were selected randomly from differentially expressed genes. Promoter-GFP cassettes were constructed and were then transferred to sorghum shoots for transient expression. One of the examples is based on the analysis of the gene with locus name *Sb01g001893*. This gene showed significant difference in their expression abundance between BT×623 and Keller by microarray (Figure 5e) and quantitative real time reverse transcription PCR (qRT-PCR, Figure 5f) analysis. 

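On the arrays at 0 h, the probe of Sb01g001893 on chromosome 1 had a processed signal of 402 ± 45.7 (SD, n = 2) in BTx623 and 2148 ± 473 in Keller. The log2 difference was 2.37 (SE 0.438, adjusted p = 0.025 with limma), which is 5.18-fold. Its direction held in all 9 other settings, with 4 of them calling it, and it was called with 7 of the 12 arrays left out in turn. In single-array omissions the difference ranged from 1.94 to 2.80, and it was not called without Keller 0 h replicate 1 or 2 or BTx623 0 h replicate 2, nor without either BTx623 2 h array. Averaged over time the difference was 1.77 (SE 0.253, adjusted p = 0.0025). The signal of Sb01g001893 fell in sucrose, by 2.81 on the log2 scale in Keller at 6 h (adjusted p = 0.018) and by 1.41 in BTx623 at 6 h (adjusted p = 0.13). The qRT-PCR values were not analysed here.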

Promoter sequence analysis showed that the motif SEF4MOTIFGM7S was absent in BT×623 but present in Keller (Figure 5g). The motif was within an enhancer and has been involved in the regulation of expression abundance [17,18]. We isolated the SEF4MOTIFGM7S-containing promoter from Keller. This promoter was mutated at the motif sequence from GTTTTTA to GTTTATA. Both promoters were used to drive GFP expression. The transient expression analysis showed that obviously stronger GFP signal were observed in the shoots where GFP was driven by the SEF4MOTIFGM7S-containing promoter (Figure 5h and i). These data suggested that SNP-mediated promoter motif modification might result in expression divergence.

### Gene duplication/expansion and expression divergence within and between BT×623 and Keller

To explore the molecular basis of gene expression divergence within and between BT×623 and Keller, we further analyzed the effect of both gene duplication and mobile elements on expression divergence. We first examined the contribution of segmental and tandem duplication events to the expression divergence within BT×623 or Keller. After segmental duplication, up to 62% of duplicates including 2% of sucrose-related pairs exhibited expression divergence in BT×623 whereas only 48% of paralogs showed divergence in Keller (Figure 6a). For tandem duplication, 48% (including 2% of sucrose-related pairs) in BT×623 and 45% (including 3% of sucrose-related pairs) paralogs were detected with expression divergence (Figure 6a). Therefore, both varieties exhibited significant difference in expression divergence after segmental or tandem duplication (Z test, P<0.01). Majority of expression divergence was commonly detected in both BT×623 and Keller (Figure 6b). In BT×623, significantly higher percentage of segmentally duplicated genes showed expression divergence; however, in Keller, this percentage was reduced (Figure 6a). To further confirm the result obtained, genes involved in both segmental and tandem duplications were selected for further analysis. For example, the paralog of the gene *Sb01g002870* was supposed to be *Sb01g002890* by tandem duplication or *Sb02g007090* by segmental duplication (Figure 6c). 

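On the arrays, levels of different probes are not on the same scale, so each of the 3 loci was compared only with itself. Sb01g002870, similar to the Os03g0824600 protein, lies on chromosome 1 from 2357872 to 2359400 (minus strand), and its tandem copy Sb01g002890 from 2371345 to 2372839 (plus strand). Sb02g007090 lies on chromosome 2 from 9079971 to 9081574 (plus strand). Averaged over the time points, Sb01g002870 was higher in Keller by 1.85 on the log2 scale (SE 0.381, adjusted p = 0.019 with limma), which was called in 7 of 8 other settings and with 6 of 12 arrays left out. Sb01g002890 differed by -0.73 (SE 0.346, adjusted p = 0.32) and Sb02g007090 by 0.64 (SE 0.409, adjusted p = 0.47). These 2 were not called, but Sb02g007090 was with the slide block (1.14, adjusted p = 0.023) and with that block on the unscaled signals, chosen after the data were seen (1.23, adjusted p = 0.024), and Sb01g002890 was without BTx623 6 h replicate 2 (-1.08, adjusted p = 0.031). At 0 h the signal of Sb02g007090 was well above background on 1 of 2 BTx623 arrays. After sucrose treatment the response of Sb01g002870 minus that of Sb01g002890 at 6 h was 0.13 in BTx623 (adjusted p = 0.97) and 0.12 in Keller (adjusted p = 0.97). The response minus that of Sb02g007090 was 0.05 (adjusted p = 0.99) in BTx623 and 0.02 (adjusted p = 1.0) in Keller. At 2 h the differences were larger and not called: 0.83 (adjusted p = 0.90) in BTx623 and 1.17 (adjusted p = 0.73) in Keller against the tandem copy, and -0.84 (adjusted p = 0.86) and -0.13 (adjusted p = 0.98) against Sb02g007090.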

In BT×623, only segmentally duplicated genes showed expression divergence; however, in Keller, two pairs of genes from both segmental and tandem duplications showed expression divergence (Figure 6c). Totally, we have detected 198 genes involved in this type of duplication. In BT×623, around 54% of tandemly duplicated pairs showed expression divergence whereas up to 73% of segmentally duplicated genes exhibited expression divergence in Keller, indicating the significant difference in their expression divergence (Figure 6d). However, in Keller, similar percentage of expression divergence was observed between segmental and tandem duplication (Figure 6d). A total of 6.2% of segmentally duplicated pairs showed expression divergence only under sucrose treatment, significantly higher than the percentage (4.6%) for tandem pairs (Z test, P<0.05, Figure 6e). 

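For each pair, the log2 ratio of the signals of its members was taken on each array, and its change after sucrose treatment was tested with limma. The paper instead counts pairs that diverge in expression only under sucrose. The shares given here therefore measure something else and do not re-estimate the paper's. The first 1998 of 3708 rows of the tandem list (Additional file 11) and the first 1998 of 2736 rows of the segmental list (Additional file 12) were used here, so that the kinds of pair were not tested against each other. Of 1260 tandem pairs with both members past the filter on dim probes, 50 (3.97%) were called in at least 1 cultivar, and of 1722 segmental pairs 71 (4.12%). The replicate block, added after the data were seen, moved these numbers most, to 136 and 248, and the slide block gave 96 and 194.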

Although lower expression divergence after segmental or tandem duplication was observed in Keller when compared with BT×623, higher percentage of duplicated pairs in Keller than in BT×623 showed expression divergence only under sucrose treatment. 

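By the same test of a change, which is not the paper's measure, members of 23 tandem pairs (1.83%) and 59 segmental pairs (3.43%) responded differently in BTx623. In Keller those of 45 tandem pairs (3.57%) and 42 segmental pairs (2.44%) did so. Both cultivars shared 18 and 30 of these pairs, 38 and 75 with the slide block and 66 and 122 with the replicate block. With the slide block the pairs were 51 and 143 in BTx623 and 83 and 126 in Keller, and with the replicate block 102 and 206 in BTx623 and 100 and 164 in Keller. The order of the cultivars among tandem pairs was thus not the same with the replicate block. A difference between the cultivars in this response was called by limma at 0 pairs, also with either block. At an unadjusted p under 0.05 it was seen at 21 tandem pairs at 2 h and 19 at 6 h, and at 17 and 11 segmental pairs, where chance gives 63 and 86.1. This test is thus conservative too, and the 0 calls do not show that the pairs respond alike in the cultivars.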

In Keller, up to 3.2% of duplicated pairs showed expression divergence only under sucrose treatment; in contrast, only 2.1% of pairs were observed in BT×623 (Figure 6e).

**Figure 6:**
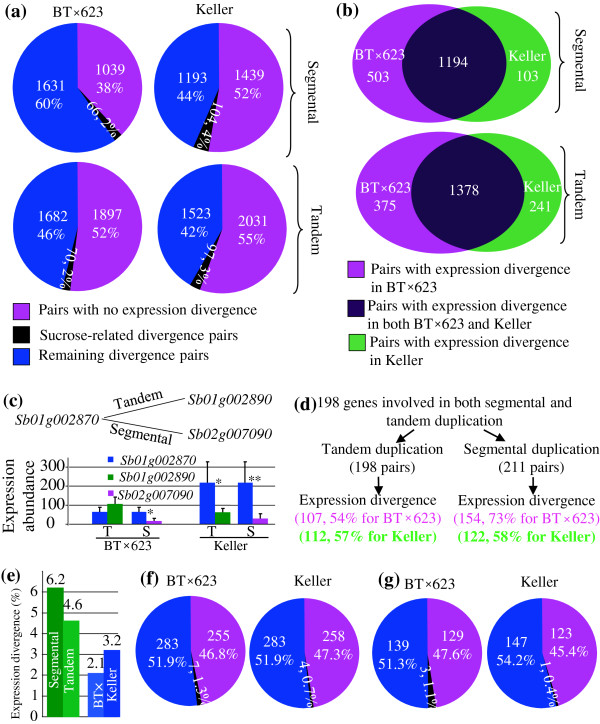
**Gene expansion and expression divergence within a species. (a)** The effect of segmental (top panel) and tandem (bottom panel) duplication on gene expression divergence. **(b)** Commonly or variety-specific expression divergence in BT×623 and Keller. **(c)** An example showing a gene undergoing both tandem and segmental duplication to give birth to new genes and their expression divergence. **(d)** Detected genes involved in both segmental and tandem duplication and their expression divergence. **(e)** The expression divergence between segmental and tandem duplication (green column) or between BT×623 and Keller (blue column) under sucrose treatment. **(f)** and **(g)** The effect of LTR-retrotransposons and CACTA elements on gene expression divergence. In **(f)** and **(g)**, pink color shows pairs with no expression divergence, black color shows sucrose-related divergence pair and blue color shows the remaining divergence pairs.

In addition to segmental and tandem duplication, we have also investigated the contribution of both LTR-retrotransposon and CACTA elements to expression divergence within BT×623 and Keller. Our data showed that more than 50% of expanded genes by these mobile elements were under expression divergence (Figure 6f and g), similar to the role of segmental/tandem duplication. However, only 11 and 4 pairs of expanded genes from LTR-retrotransposons and CACTA elements, respectively, showed expression divergence under sucrose treatment (Figure 6f and g). The data suggested the low contribution of mobile elements to sucrose related expression divergence either within BT×623 or Keller.

Subsequently, we were interested to analyze the mechanism of gene expression divergence between BT×623 and Keller. To explore the effect of gene duplication/expansion on expression divergence between these two varieties, we investigated the contribution of segmental/tandem duplication and mobile elements to the expression divergence. We first analyzed the contribution of tandem duplication to the expression divergence. Based on our analysis, tandemly duplicated genes accounted for 16.1% of total annotated sorghum genes. Analogically, 13.7%, 3.7% and 1.6% of total annotated sorghum genes were identified to be related to segmental duplication, LTR-retrotransposon and CACTA element mediated gene expansion, respectively (grey colored columns in Figure 7a-d). Among total divergent 765 genes with expression only in BT×623 (Figure 4a), 19.0% of them were evolved from tandem duplication (cyan colored column); the ratio is significantly higher (Z test, P<0.05) than the percentage of tandem duplicates among total annotated genes (CK, 16.1%, grey colored column in Figure 7a). Similarly, over-represented tandem genes were also observed in these genes with higher two times in BT×623 (26.3%, dark green colored column), higher two times in Keller (28.0%, light green colored column), regulation by sucrose only in BT×623 (20.4%, pink colored column), regulation by sucrose only in Keller (31.9%, red colored column), respectively (Figure 7a). For the genes expressed only in Keller or with SNP stop codon or with *Ka/Ks* >1, no significant difference was observed when compared with the control (brown colored column in Figure 7a). Subsequently, we examined the contribution of segmental duplication. We detected up to 18.3% genes regulated by sucrose only in BT×623 were involved in segmental duplication, statistically higher (Z test, P<0.01) than the percentage (13.7%) of segmental duplicates among total annotated genes. Overly-represented segmental genes (18.5%) were also observed in the genes regulated by sucrose only in Keller (Figure 7b). For the remaining types of differentially expressed genes, no significantly higher percentage of segmental genes was observed in our analysis. For LTR-retrotransposon related genes, over-represented genes were detected in these genes with expression only in Keller (5%) and with SNP stop codon or *Ka/Ks* > 1 (5%) (Figure 7c). However, for the CACTA-related genes, no significant difference was observed to contribute to differential expression between BT×623 and Keller (Figure 7d). Thus, our data suggested that both tandem and segmental duplication could have significantly contributed to gene expression divergence between BT×623 and Keller. 

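The paper's list of LTR-retrotransposon related genes was used in full, and 1274 of its loci have a probe, or 3.59% of the loci on the array. Among the loci detected only in Keller, 60 (4.89%) were in the list (two-sided Fisher's exact test, p = 0.0188, and 0.226 after adjustment over 12 tests). Among those detected only in BTx623 the share was 4.15% (exact p = 0.385). With the flag for a positive and significant signal, the share among Keller-specific loci was 4.12% (exact p = 0.327). Of the loci higher in BTx623 at 0 h, 4.90% were in the list, against 3.22% of the loci past the filter (Fisher's exact p = 0.0726), and of those higher in Keller 2.55%. Among loci regulated by sucrose only in BTx623 or only in Keller the shares were 1.68% and 3.76%. No class passed an adjusted p of 0.05 in these tests. SNP stop codons and Ka/Ks values were not analysed here.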

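Of the CACTA-related genes, 551 loci have a probe, which is 1.55% of the loci on the array. They made up 1.64% of the loci detected only in BTx623 (Fisher's exact test, two-sided, p = 0.772) and 1.71% of those detected only in Keller (exact p = 0.638). Among loci higher in BTx623 at 0 h the share was 2.45%, against 1.27% of the loci past the filter (exact p = 0.0554, adjusted p = 0.290), and among those higher in Keller 0.510%. Of the loci regulated by sucrose only in BTx623, 1.12% were CACTA-related, and 0 of the 133 loci regulated only in Keller. The flag for a positive and significant signal changed 1 result, since 37 of 1117 Keller-specific loci (3.31%) were then CACTA-related (exact p = 1.96e-05, adjusted p = 0.000235). The background there was all loci on the array, and CACTA-related loci passed the filter on dim probes less often than others (65.5% against 80.1%). Keller 0 h replicate 2 carried that flag at 93.8% of its probes, against at most 89.0% on any other array. Whether either gives this excess was not tested.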

Recently, Hollister et al., (2011) reported that transposable elements significantly contributed to expression divergence between *Arabidopsis thaliana* and *Arabidopsis lyrata*[19]. Thus, molecular and evolution basis of gene expression divergence in sorghum and Arabidopsis might be different.

**Figure 7:**
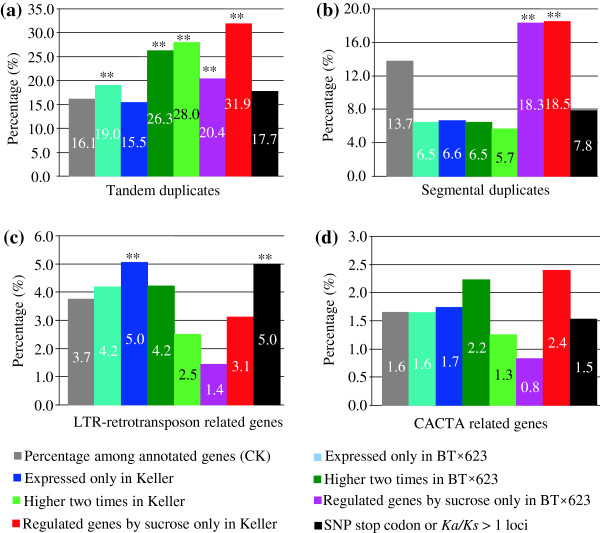
**Gene expansion and expression divergence between BT×623 and Keller. (a)** to **(d)** show the contribution rates of tandem duplication, segmental duplication, LTR-retrotransposon, CACTA mobile elements to gene expression divergence, respectively. The symbol “**” indicated the significant contribution of an expansion mode to gene expression divergence at P<0.01.

## Discussion

### Expression divergence was genetically determined by functionally divergent genes between BT×623 and Keller

Genes with genetic variations might lead to pseudogenes without any selection pressure and then lose their functions. In contract, genes with sequence variations might evolve into new biological functions or expression patterns under certain selection pressures (Figure 8). Although large numbers of sequence variations have been detected, we have only detected 1,332 genes with functional or protein divergence between these BT×623 and Keller (Figure 1d to g). Around 40% of them showed no expression in either BT×623 or Keller and some of them should have been evolved into pseudogenes and others might be tissue-specific or stress-induced. Although functionally divergent genes between these two lines are limited, they might have played important roles in the divergence between these two varieties (Figure 8). Based on the over-represented genes involved in “biological process” in the Gene Ontology analysis, these genes might mainly be involved in programmed cell death and anatomical structure homeostasis (Figures 4f and 8). The analysis may imply that these genes function in anatomical divergence at the seedling stage. One of the observed differences between BT×623 and Keller is the developmental stage of tracheary elements during xylem formation (Figure 1b and c). BT×623 generally develops tracheary elements earlier than Keller. The development of tracheary elements are directly related to programmed cell death [20]. Thus, functionally divergent genes might contribute to the phenotypic divergence in xylem formation. Another over-represented biological function of divergent genes is involved in DNA metabolic process. This biological process is important for DNA methylation. In fact, among the functionally divergent genes, we have detected many genes directly related to DNA methylation, including these genes encoding various methyltransferases, helicases, histone deacetylases and histidine kinases and so on. These facts may imply the difference in DNA methylation between these two varieties, which were confirmed by our experiments (Figure 5). The difference in return regulates expression divergence between these two lines (Figure 8). Therefore, it is the genotypic divergence that leads to expression divergence.

**Figure 8:**
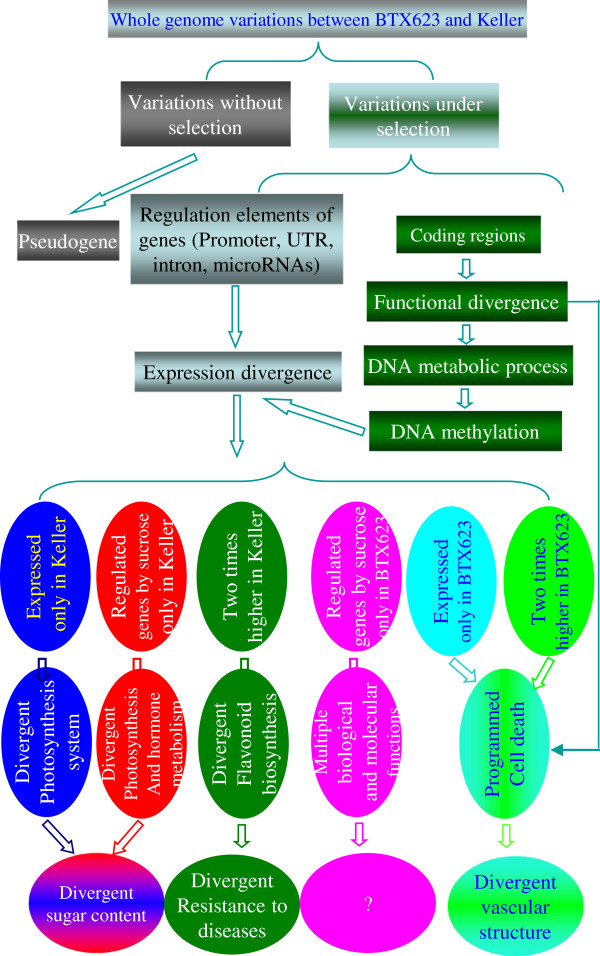
**Genome variation, expression divergence, phenotypic variation between BT×623 and Keller and their relationship.** Functionally significant genome variations between BT×623 and Keller might be subjected into selection pressure during evolution and variety domestication. Variations in gene coding regions might lead to gene functional divergence. One of the divergences was in genes involved in programmed cell death, which might lead to divergent vascular systems between BT×623 and Keller. Another divergence is in DNA methylation, which might contribute to gene expression divergence. Variations in promoters, UTRs, introns, microRNAs etc. might also result in expression divergence. BT×623 and Keller exhibited significant divergence in gene expression, which might contribute to divergent sugar content and disease resistance.

Among 3436 annotated genes with differential expression between these two lines (Figure 4a), majority of them showed no functional divergence based on *Ka/Ks* analysis (Figure 4b). They were classified into 6 types of differentially expressed genes (Figures 7 and 8). Interestingly, over-represented genes with expression only in BT×623 or with two times higher of expression level in BT×623 showed similar Gene Ontology: programmed cell death (Figure 4c and d). This result might imply that not only genome variation but also expression divergence contribute to the difference in development of tracheary elements. Among differentially expressed genes with two times higher in BT×623, genes were much more enriched in their functions related to flavonoid biosynthesis (Figures 4d and 8). In sorghum and other plants, flavonoids play important roles in disease resistance [21,22]. Both BT×623 and Keller showed obvious difference in disease resistance. For example, anthracnose is one of the main diseases in sorghum. Keller is resistant to the disease [23] but BT×623 is susceptible [24]. The disease is flavonoid phytoalexin-dependent [25]. Among a total of 36,338 annotated genes, Liu et al. (2010) identified 6 favonoid structural genes encoding flavanone 3-hydroxylase, dihydroflavonol 4-reductase or anthocyanidin synthase [26]. Four of them, *Sb03g028880*, *Sb04g000260*, *Sb06g031790* and *Sb09g003710*, showed at least two times higher in their expression abundance in Keller than in BT×623. 

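At 0 h, the probe of Sb03g028880, similar to an NADPH-dependent reductase (chromosome 3, 57039148 to 57040668, plus strand), had a processed signal of 79.3 ± 9.83 (SD, n = 2) in BTx623 and 325 ± 169 in Keller. The log2 difference was 1.90 (SE 0.716, adjusted p = 0.45 with limma), which is 3.74-fold. Sb04g000260 on chromosome 4 had 32.3 ± 6.27 in BTx623 and 195 ± 44.8 in Keller, a log2 difference of 2.55 (SE 0.545, adjusted p = 0.053). Sb06g031790 on chromosome 6 had 65.4 ± 45.5 and 501 ± 373, a log2 difference of 2.87 (SE 1.05, adjusted p = 0.42). Sb09g003710 on chromosome 9 had 21.8 ± 6.07, well above background on 1 of 2 BTx623 arrays, and 24.9 ± 3.21 (log2 difference 0.18, SE 0.611, adjusted p = 1.0). Under the replicate block 3 of these 4 loci were called at 0 h with limma, Sb03g028880 (adjusted p = 0.026), Sb04g000260 (adjusted p = 0.016) and Sb06g031790 (adjusted p = 0.019). The difference of Sb09g003710 turned to -0.18 without Keller 0 h replicate 1. Over the 3 time points together, Sb03g028880 was higher in Keller by 1.76 (adjusted p = 0.037), Sb04g000260 by 2.27 (adjusted p = 0.0021) and Sb06g031790 by 2.52 (adjusted p = 0.041), and Sb09g003710 by 0.67 (adjusted p = 0.38). With each array left out in turn, the averaged difference of Sb04g000260 was called in all 12 cases and those of Sb03g028880 and Sb06g031790 in 3 of 12.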

The result may provide an evidence to explain why Keller showed improved resistance to anthracnose. Thus, our data suggest that genes with two times higher in Keller might play a role in the divergence of disease resistance between BT×623 and Keller (Figure 8). On the other hand, over-represented molecular and biological functions of genes regulated by sucrose only in BT×623 are involved in multiple biological and metabolic processes (Figure 4e). Further study should be carried out to understand their roles in species divergence.

The remaining two sets of differentially expressed genes are those expressed only in Keller and regulated by sucrose only in Keller. Over-represented molecular functions of genes expressed only in Keller are monooxygenase activity, heme binding and tetrapyrrole binding (Figure 4c), which are required for tetrapyrrole biosynthesis. The biosynthesis pathway supplies important molecules for photosynthesis [27]. Thus, these two sets of genes mainly function in photosynthesis and hormone metabolism (Figures 4c, 4e, 8). More genes have been involved in this process in Keller than in BT×623, suggesting the differentiation of photosynthesis system between these two varieties. This result might provide an evidence to explain more sugar accumulation in sweet sorghum. However, differentiation of sugar accumulation between sweet and grain sorghum lines is complex and more components might have been involved in this process. Recently, Calvino et al. (2011) carried out the transcriptome characterization of small RNA component in the grain (BT×623) and sweet (Rio) sorghum stems [28]. Their data revealed that expression divergence of known miRNAs between BT×623 and Rio correlated with sugar content in their F2 population, suggesting a potential role of microRNA in stem sugar accumulation. The genes involved in sugar accumulated are not well characterized in sorghum due to the low heritability of the trait and its quantitative inheritance [28]. Our comparative analysis from re-sequencing data showed that genes with functionally divergent genes between BT×623 and Keller might not be directly involved in sugar accumulation. Interestingly, screening of sorghum genes linked to high sugar content indicated that 80% of differentially expressed genes between sweet and grain sorghum had their orthologs in rice suggesting limited contribution of their gene content for differentiating sorghum sugar accumulation [8,9]. Thus, our data and others [8,9,28] suggested that expression divergence should play important roles in the divergence of sugar accumulation between sweet and grain sorghum lines. In fact, changes of gene expression in eukaryotes often give rise to new phenotypes and the changes were frequently used as a proxy indicator of functional divergence of genes [29].

### Molecular basis and mechanisms of genome variations and expression divergence between BT×623 and Keller

Due to very limited genes with functional or protein divergence but with obvious phenotypic diversity between BT×623 and Keller, they provide an excellent and comparable materials to study the relationship between genotype and phenotype. Our re-sequencing data showed that majority of tandem and segmental duplications as well as transposition events of mobile elements occurred beyond the divergence between BT×623 and Keller. For duplication related gene expansion, we have analyzed both segmental and tandem duplications since both BT×623 and Keller showed similar whole genome duplication events. For transposition related gene expansion, we investigated only both LTR retrotransposons and CACTA super family since these two classes account for majority of mobile elements in sorghum [2]. We have investigated functional divergence of coding regions of expanded genes. Our data showed that less than 10% of expanded genes had evolved into new functions within a species (Figure 2c-f) or between BT×623 and Keller. We were wondering how these expanded genes could survive with only 10% of functional divergence. Subsequently, we investigated the expression divergence among these expanded genes. Interestingly, our results showed that around 50% of expanded genes showed expression divergence within BT×623 or Keller (Figure 6), suggesting that their expression divergence is a major mechanism to drive the retention of expanded genes by segmental/tandem duplication or transposition by mobile elements. On the other hand, among total of differentially expressed genes, tandem or segmentally duplicated genes were over-represented (Figure 7). This data suggested that expression divergence of expanded genes also significantly contributed to the divergence of two sorghum lines. Due to the significant contribution of expression divergence to phenotypic variation, we further analyzed the mechanism how these expanded genes were retained by expression divergence. Reasonably, our data showed that motif variations of promoter regions contributed to expression divergence (Figure 5). However, our data showed that expression divergence was also observed in genes with same promoter sequence. In this case, DNA methylation has been proven to play important roles in expression divergence between BT×623 and Keller. In fact, DNA methylation has been observed in sorghum and played a role in tissue-specific expression [30]. Our work demonstrated that differential DNA methylation might play a role in expression divergence not only within a genotype but also between closely related two genotypes. Since we analyzed expression patterns with only several samples under limited stress conditions, more expression divergence should be revealed within BT×623 / Keller or between these two varieties. Thus, higher expression divergence should be detected. However, thus an expression divergence is genetically determined by the divergence in genome level.

Substantial differences in gene expression patterns have been observed between closely related species [12-14]. Mechanisms underlying these differences have not yet fully understood. Generally, gene expression is regulated by various transcription factors. However, sequence divergence at transcription factor-binding sites accounts for only a small fraction of observed expression differences [13,31]. Our data also showed the limited expression divergence in genes encoding various transcription factors between BT×623 and Keller (Additional file 1a and b). Studies also suggested that chromatin regulators have a key role in generating expression diversity [13]. However, majority of the studies on gene expression divergence were carried out using closely related species (inter-species), little is known about the expression divergence within intra-species. Does a similar mechanism control the expression divergence? Interestingly, our data demonstrated that DNA methylation play important roles in gene expression divergence within intra-species (Figure 5a-d), indicating a similar mechanism to control the expression divergence within intra-species.

Another interesting issue is how the expression divergence leads to differential sugar accumulation between grain and sweet sorghum. Comparative expression analyses have been carried out in multiple species to investigate the differentially expressed genes under certain stress conditions between a pair of genotypes with obvious difference in a specific phenotypic trait. For example, between drought tolerant and sensitive rice cultivars, more drought up-regulated genes were detected in the sensitive than in the tolerant cultivars [32]. More salinity up-regulated genes were also identified in the salinity sensitive lines than in the tolerant lines [33]. Our data show a similar trend. More up-regulated genes by sucrose treatment in BT×623 were detected than that in Keller (Figure 3e and f). Based on the above mentioned data, we propose the hypothesis that higher sugar accumulation in Keller might be due to constitutive over-expression of these genes that function in sugar accumulation and were up-regulated in BT×623.

### Duplication and transposition and cultivar domestication

Sweet and grain sorghum lines have originated from the same subspecies and the former is a natural variant of the latter [3]. How sweet sorghum differs genetically from grain sorghum is not well characterized [34]. Modern sweet sorghum cultivars were developed from naturally variant sweet sorghum by sexual crossing and subsequent selection. What is the mechanism beyond the breeding selection? Plant genomes contain higher percentage of duplicated genes when compared with most of other eukaryotes [35]. Segmental, tandem duplications and transpositions by mobile elements have significantly contributed to such an event [2,36]. Both duplication and transposition provided basis for genetic variation. Expanded genes might give birth to new genes with divergent functions for better adaptability, competition for species existence. On the other hand, duplicate genes in Arabidopsis also exhibited higher percentages of expression divergence between or within species [37,38]. Similar results were observed in sorghum in this study. During artificial domestication of sweet sorghum, genetic variation was pyramided to contribute to the higher content of sugar accumulation by breeding program. Previous studies showed that tandem duplication played a role in the adaptive response to environmental stimuli [39]. Our data showed that tandem/segmental duplication played a role in the divergence of certain specific traits such as photosynthesis and disease resistance. As a result, tandem/segmental duplication might contribute to intra-species divergence and cultivar domestication under natural variation and artificial selection.

## Conclusions

The application of “next-generation sequencing” technique has greatly increased the speed and output of sequencing works with reduced costs. How to explain the phenotypic difference among closely related species is becoming more and more interesting since their genome sequencing data are more easily available. Our data showed that although both grain and sweet sorghum genomes exhibited considerable differences in their genome sequences, only limited divergence occurred in their functional genes. Thus, majority of phenotypic differences between these two varieties might not be directly due to the divergence of these functional genes. However, we have detected more than 3,000 differentially expressed genes between these two varieties. Such expression divergence was resulted from mutations in expression regulatory sequences and DNA methylation, which was genetically determined by functionally divergent genes between these two genomes. Further investigation showed that both tandem and segmental duplication played important roles in the genome evolution and expression divergence. Recently, Hollister et al. (2011) reported the contribution of transposable elements to gene expression divergence between *Arabidopsis thaliana* and *Arabidopsis lyrata*[19]. However, in sorghum, limited contribution of mobile elements to expression divergence has been observed, suggesting the difference in expression regulation between Arabidopsis and sorghum.

## Methods

### Plant materials, growth conditions, phenotypic investigation and sucrose treatments

Both grain and sweet sorghum (*Sorghum bicolor* L. Moench cultivars BT×623 and Keller were used for all experiments. They were planted in greenhouse and were grown under natural light and temperature conditions in Singapore. The detailed light conditions were listed in Additional file 4. The other climate conditions including temperature profiling were attached in Additional file 5. We have carried out 4 independent biological repeats. We planted sorghum lines on 5^th^ January 2010, 12^th^ January 2010, 5^th^ January 2011 and 12^th^ January 2011, respectively. They were planted in pots (18 cm depth, 25 cm top and 17 cm bottom diameters). Only one individual was planted in each pot. Soil used was from Singapore Far East Flora company (http://www.fareastflora.com). Brix degree was measured using a portable refractometer (N1 model, ATAGO, Japan). Since brix degrees are different in internodes, juice from the whole stalk was used for the test. In each biological repeat, total of 20 stalks were harvested at the stage of physiological maturity and were then immediately used for extracting juice followed by Brix degree test. Cryostat-microtome (CM3050S, Leica) was used for preparing slides for observing vascular system. The two-week old seedlings were collected and washed using fresh water with minimum root damage. They were then subjected to 5% of sucrose solution for treatment. Samples were then collected in 0, 2, and 6 h intervals, respectively for microarray analysis as shown below.

### Custom microarray design, hybridization and data analysis

Custom 60-mer oligonucleotide probes were designed using the publicly available eArray software (Agilent Technologies). In sorghum, total of 36,338 coding regions were annotated (http://www.phytozome.net/sorghum), from which 35,577 probes were designed and the remaining around 1,000 genes were not suitable for probe design due to the sequence homology to other genes. We have also collected total of 209,835 ESTs from the NCBI EST database (http://www.ncbi.nlm.nih.gov/dbEST/). We used these sequences for BLAST searches against all annotated genes and we found 6,400 non-abundant ESTs with no homology to these annotated genes. All these ESTs were also used for probe design. Therefore, we have designed total of 41,977 probes for microarray analysis (Additional file 6). These probe sequences were then submitted for manufacturing on 4×44k format of chips. The expression analysis was carried out using 14-day old whole seedlings from both grain and sweet sorghum lines under sucrose treatment (Additional file 7a). Two biological replicates were carried out for both control and sucrose treatments, resulting in a dataset of 12 microarrays. 

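Each array had 45206 spots, of which 43789 carried probes, and between 18 and 92 spots per array were marked as outliers and left out, while no probe was saturated. Slide 1 held the 3 Keller arrays of replicate 1 and the 0 h array of BTx623 replicate 1. Between 67.5% and 75.2% of the probes were well above background on the arrays, apart from Keller 0 h replicate 2 with 82.6%. The median processed signal was 57.9 to 72.3 on slide 1 and 98.3 to 129 on the other slides.

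**Figure D2:**
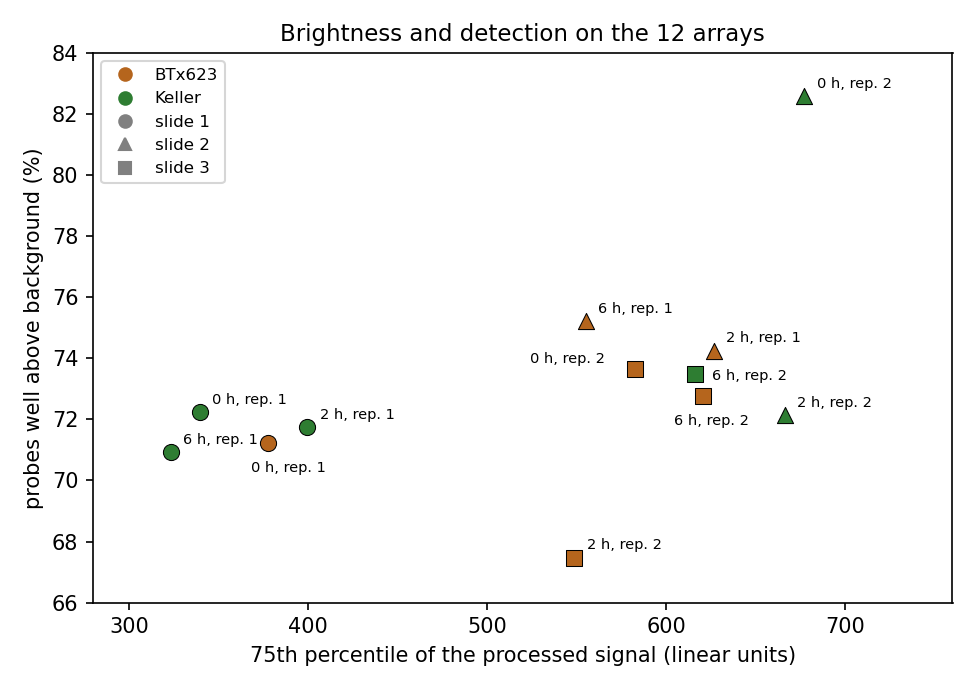
Each of the 12 arrays by the 75th percentile of its processed signal (linear units) and the percentage of its probes well above background. Colours show the cultivar and shapes the slide; the arrays of slide 1 lie at the left, and Keller 0 h replicate 2 lies above the others at 82.6%.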

Total RNA quality was analyzed by nanodrop reading and Agilent Bioanalyzer running (Additional file 7b). The data quality was assessed by measuring the correlation coefficients (Additional file 7c). These analyses suggested the high quality of the data obtained in this study. On the other hand, we have also validated our data by quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) (Additional file 7d).

### Determination of over-represented genes and their GO categories

GO assignments for sorghum genes were obtained from the DOE Joint Genome Institute database (http://www.jgi.doe.gov/). Three top GO categories including biological processes, molecular functions and cellular components [40] were analyzed. Gene Set Enrichment Analysis (GSEA, [41]) was used to determine over-represented genes and their GO categories. To test if tandem/segmental duplication or transposition by mobile elements significantly contributes to expression divergence between BT×623 and Keller or within these species, the observed percentage of each type of duplicates with expression divergence (y1) among total duplicates from this type (n1) was compared with the expected percentage by statistic analysis. The expected percentage was estimated from the number of each type of differentially expressed genes (y2) among total annotated genes (n2). The *u* value was calculated using the formula as shown below and the value was converted to P value, which was used to estimate the statistic significance. $u=\left({\overset{⌢}{p}}_{1}-{\overset{⌢}{p}}_{2}\right)/\sigma_{{\overset{⌢}{p}}_{1}-{\overset{⌢}{p}}_{2}},\mathrm{where}\;{\overset{⌢}{p}}_{1}=y1/n1\;{\overset{⌢}{p}}_{2}=y2/n2,\text{and}\;\sigma_{{\overset{⌢}{p}}_{1}-{\overset{⌢}{p}}_{2}}=\sqrt{\left(\frac{y1+y2}{n1+n2}\right)\left(1-\frac{y1+y2}{n1+n2}\right)\left(\frac{1}{n1}+\frac{1}{n2}\right)}$

### Expression confirmation of sorghum genes by qRT-PCRs

Microarray expression data were confirmed by qRT-PCR. Total of 48 genes were randomly selected for the analysis. All gene-specific primers were designed by Applied Biosystems Primer Express® software. The amplification of a *SbUBQ5* gene was used as an internal control to normalize the data. All primer sequences were listed in Additional file 8. The qRT-PCR analyses were carried out using the AB power SYBR Green PCR Master mix kit (Applied Biosystems) according to the manufacturer’s protocol. The threshold cycle (C_T_) value was automatically calculated based on the changes in fluorescence of SYBR Green I dye in every cycle monitored by the ABI 7900 system software. The mRNA relative amount was used to evaluate gene expression level as 2– ^ΔΔCT^. Here, ΔC_T_ = C_T target_ – C_T__reference_ and ΔΔC_T_ = ΔC_T__test__sample_ – ΔC_T__calibrator__sample_. The ΔC_T_ values were used for *t*-test, which will yield an estimation of ΔΔC_T_.

### Detection of promoter motifs and DNA methylation by bisulfite sequencing

Promoter sequences 1Kb upstream of start codon of each gene were retrieved from both BT×623 and Keller genomes. Promoter motifs were detected by submitting these promoter sequences to the PLACE database [42]. A small program was designed to investigate the frequency of a promoter motif. Over-represented motifs were detected by comparing percentages *via u* test. For detection of DNA methylation, genomic DNA samples from BT×623 and Keller were subjected to sodium bisulphite treatment using the EpiXplore Methyl detection Kit (Clontech) following the procedures recommended by the manufacture. The Methyl Primer Express® Software v1.0 (Applied Biosystems, USA) was used for the design of bisulphite primers as listed in Additional file 8. PCR products were cloned into pGEM-T Easy vector for sequencing.

### Functional characterization of promoter motifs by promoter-GFP transient expression analysis

An around 1Kb of sorghum promoter from the ATG start codon was amplified from the Keller genomic DNA by PCR amplification using the primers as listed in Additional file 8. After verification by sequencing, the fragment was cloned in front of GFP reporter gene, and then subcloned into pCAMBIA1300 Ti-derived binary vector. The new binary vector was named as Keller_motif_GFP vector. The site-directed mutagenesis PCR was carried out using another set of primers as listed in Additional file 8 to produce the motif presented in the BT×623 genome. The mutated vector was named as BT×_motif_GFP vector. Both vectors were then introduced into both BT×623 and Keller shoot cells by the Biolistic PDS-1000/He particle delivery system (Bio-Rad). GFP activity and intensity were visualized and analyzed under a confocal microscope (Zeiss, Germany).

### Sorghum databases and annotation

The Keller genome re-sequencing data were downloaded from the sweet and grain sorghums database (http://gigadb.org/sweet-and-grain-sorghums/). The sequences and annotation of the sorghum genome BT×623 were achieved from the sorghum genome database (http://www.phytozome.net/sorghum).

### Identification of genes encoding transcription factors and carbohydrate metabolism related enzymes

Total of 84 families of transcription factors [43] were selected for genome-wide identification. The GRASSIUS database was also used for the identification of sorghum transcription factors [44]. For identification of genes encoding carbohydrate metabolism related enzymes, metabolism pathways were identified according to the description in the KEGG database ( [45]; http://www.genome.jp/kegg/pathway.html). For each family of transcription factors or carbohydrate enzymes, conserved motifs or domains were retrieved using the GenomeNet Database Resources (http://www.genome.jp/). These motif or domain sequences from seed members were obtained from the Pfam database (http://pfam.sanger.ac.uk/). Their seed amino acid sequences were used to construct Hidden Markov Model (HMM) profiles using HMMER 2.3.2 (http://hmmer.janelia.org/). Using the profile HMMs, we scanned the sorghum annotated protein database and to search for all putative transcription factors and carbohydrate metabolism related enzymes. These members were confirmed by further motif and domain analysis. All identified genes encoding transcription factors and carbohydrate metabolism related enzymes were listed in Additional files 9 and 10, respectively.

### Genome-wide identification of tandem and segmental duplication

Tandemly duplicated sorghum genes were determined using annotated sorghum proteins downloaded from the Phytozome sorghum genome database (http://www.phytozome.net/sorghum). All proteins were screened in an all-versus-all BLAST searches using BLOSUM62 matrix with an E value of less than 0.01. Pairs of matching peptides were identified with 70% or higher sequence identity and with a minimum of 30% of the query length. Pairs of matching proteins were clustered into families using a transitive closure algorithm (if A = B and B = C, then A = C). Tandemly duplicated genes were scored when two genes from the same family were located on the same chromosome, and were separated by a maximum 10 unrelated genes. The information for sorghum gene segmental duplication was obtained from the plant genome duplication database (http://chibba.pgml.uga.edu/duplication/). Both tandemly and segmentally duplicated genes were listed in Additional files 11 and 12, respectively.

### Genome-wide detection of mobile elements and related genes

We executed the LTR_Finder program [46] to genome-widely identify full-length sorghum LTR retrotransposons. The result was presented in Additional file 13. To identify CACTA DNA transposon elements, we first carried out BLASTN searches using both terminal inverted repeats (TIRs) and subterminal repeats (TRs) of the elements. The TIRs and TRs were from multiple species [47-49]. These searches generated two sets of BLAST hits (E ≤ 1^e-5^) including 5’ and 3’ terminal regions. Full-length CACTA elements were identified by matching two terminal regions with less than 30,000 bp in length. We also built a HMM profile using HMMER 2.3.2 with default values. Seed TIRs and TRs were selected from multiple species. Using the profile HMMs, we scanned the sorghum genome sequences and looked for hits that were separated by at least 200 bp and that were no more than 30,000 bp in the proper orientation. We then manually inspected these putative CACTA elements to remove any remaining artifacts by comparing their target site duplication/TIR sequences. The identified CACTA elements were presented in Additional file 14. These genes fully or partially located within a mobile element were regarded as LTR/CACTA-related genes and were listed in Additional files 13 and 14, respectively.

### Estimation of *Ka/Ks* ratios and C-value test

For *Ka* and *Ks* estimation, amino acid sequences were aligned and were subsequently transferred to the original cDNA sequences using the PAL2NAL program [50]. Pairs were selected while a minimum 70% of queried protein coding regions were aligned with an E value threshold at 10^-8^. Both *Ka* and *Ks* values were then estimated using the yn00 program of the PAML4b package [51]. The *Ka/Ks* ratios were also used for evaluating the functional divergence by the C value test [52].

### Accession numbers

All expression data have been deposited into the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo) under the serial number GSE36689.

## Abbreviations

EST: Expressed sequence tag; Indel: Insertions/deletion; HMM: Hidden Markov Model; Ka: Nonsynonymous substitutions per site; Ks: Synonymous substitutions per site; LTR: Long terminated direct repeat; MARs: Matrix attachment regions; MRCA: Most recent common ancestor; qRT-PCR: Quantitive real time reverse transcription PCR; SNP: Single nucleotide polymorphism; SURE: Sucrose responsive elements; SV: Structural variation; TRs: Subterminal repeats; TSD: Target-site duplications.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SR supervised the study. SYJ conceived of the study and carried out most of the work. ZM performed the promoter-GFP transient expression analysis and DNA methylation by bisulfite sequencing. JV carried out qRT-PCR. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Differentially expressed genes encoding transcription factors or carbohydrate metabolism related genes. Click here for file

Additional file 2 Over-represented promoter motifs in BT×623. Click here for file

Additional file 3 Over-represented promoter motifs in Keller. Click here for file

Additional file 4 Singapore day light conditions in years 2010 and 2011 (two sheets). Click here for file

Additional file 5 Singapore climate graph. Click here for file

Additional file 6 Probe designing for custom microarray chips. Click here for file

Additional file 7 Sampling and quality assessment of the Microarray expression data. Click here for file

Additional file 8 Primer sequences used for qRT-PCR and detection of DNA methylation. Click here for file

Additional file 9 Genome-wide identification of genes encoding transcription factors in sorghum. Click here for file

Additional file 10 Genome-wide identification of genes encoding carbohydrate metabolism related enzymes in sorghum. Click here for file

Additional file 11 Tandemly duplicated genes in sorghum. Click here for file

Additional file 12 Segmentally duplicated genes in sorghum. Click here for file

Additional file 13 Genome-wide identification of full-length LTR-retrotransposons and related genes. Click here for file

Additional file 14 Genome-wide identification of CACTA elements and related genes. Click here for file

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 1 — Differentially expressed genes encoding transcription factors or carbohydrate metabolism related genes.

## Slide 1
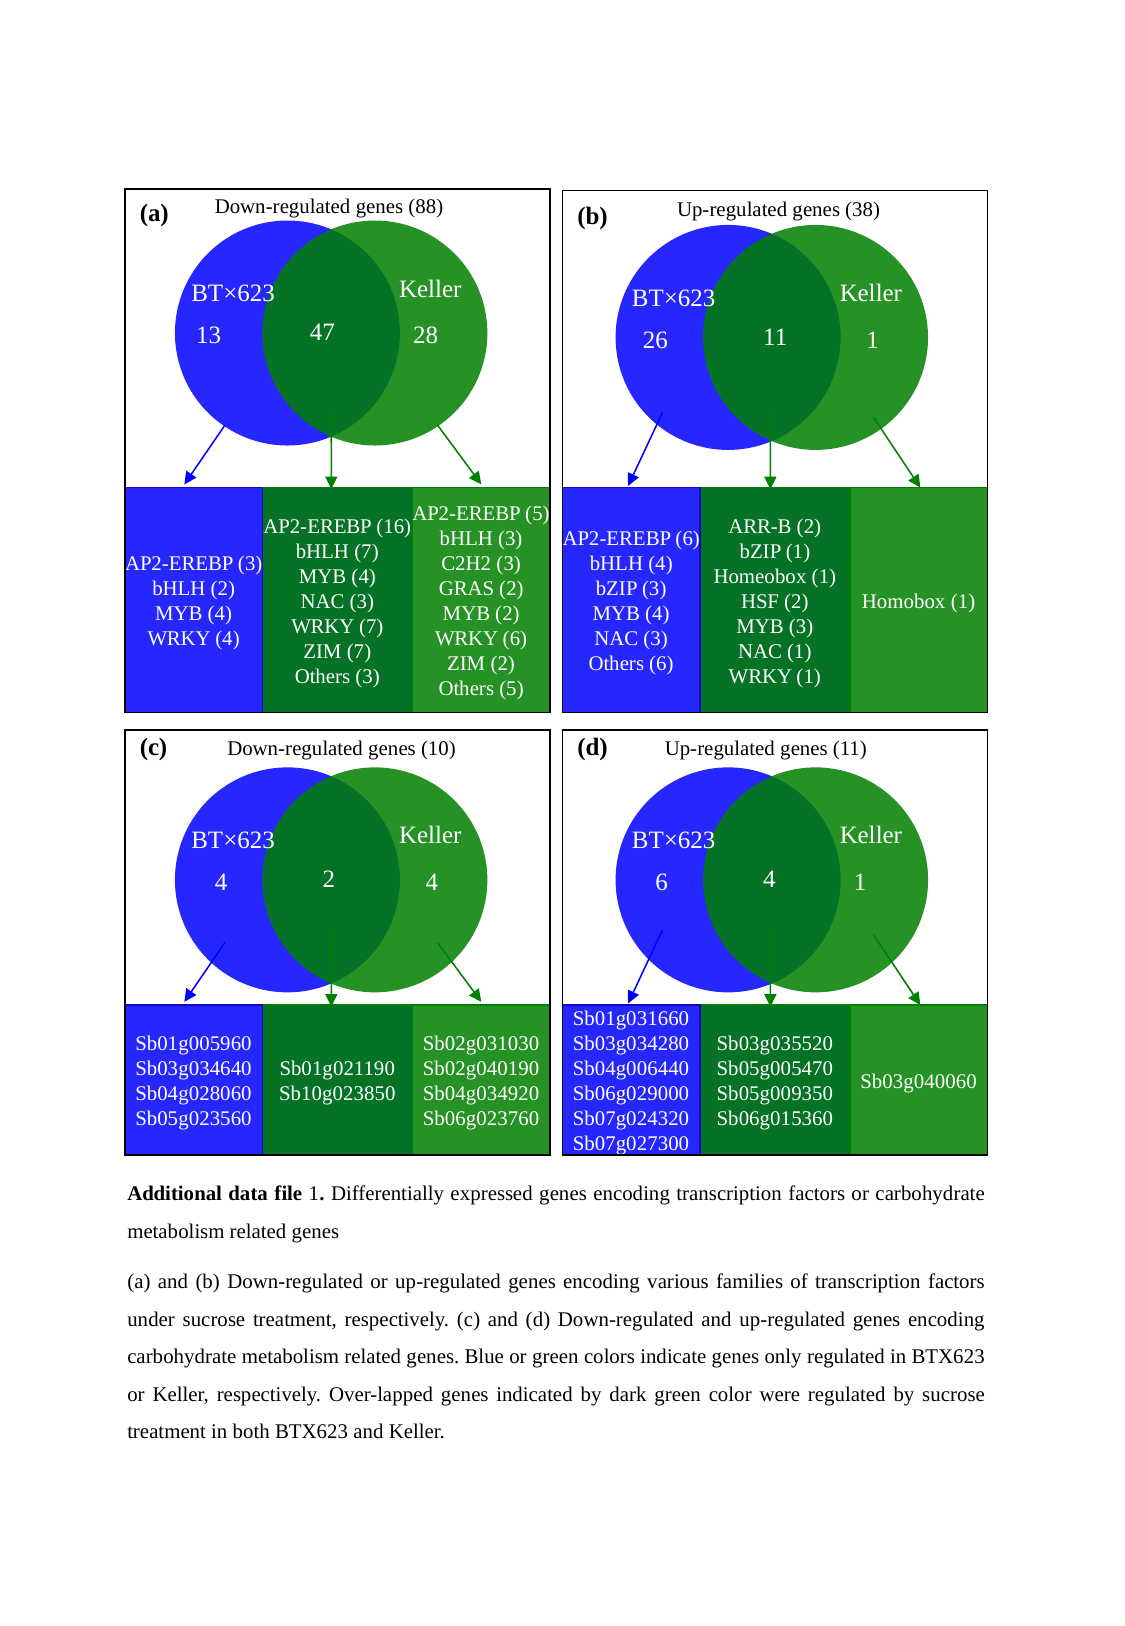

Down-regulated genes (88)
Up-regulated genes (38)
(a)
(b)
Keller
BT×623
47
13
28
Keller
BT×623
11
26
1
AP2-EREBP (3)
bHLH (2)
MYB (4)
WRKY (4)
AP2-EREBP (16)
bHLH (7)
MYB (4)
NAC (3)
WRKY (7)
ZIM (7)
Others (3)
AP2-EREBP (5)
bHLH (3)
C2H2 (3)
GRAS (2)
MYB (2)
WRKY (6)
ZIM (2)
Others (5)
AP2-EREBP (6)
bHLH (4)
bZIP (3)
MYB (4)
NAC (3)
Others (6)
ARR-B (2)
bZIP (1)
Homeobox (1)
HSF (2)
MYB (3)
NAC (1)
WRKY (1)
Homobox (1)
(c)
(d)
Down-regulated genes (10)
Up-regulated genes (11)
Keller
BT×623
 2
 4
 4
Keller
BT×623
4
6
1
Sb01g005960
Sb03g034640
Sb04g028060
Sb05g023560
Sb01g021190
Sb10g023850
Sb02g031030
Sb02g040190
Sb04g034920
Sb06g023760
Sb01g031660
Sb03g034280
Sb04g006440
Sb06g029000
Sb07g024320
Sb07g027300
Sb03g035520
Sb05g005470
Sb05g009350
Sb06g015360
Sb03g040060
Additional data file 1. Differentially expressed genes encoding transcription factors or carbohydrate metabolism related genes
(a) and (b) Down-regulated or up-regulated genes encoding various families of transcription factors under sucrose treatment, respectively. (c) and (d) Down-regulated and up-regulated genes encoding carbohydrate metabolism related genes. Blue or green colors indicate genes only regulated in BTX623 or Keller, respectively. Over-lapped genes indicated by dark green color were regulated by sucrose treatment in both BTX623 and Keller.

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 2 — Over-represented promoter motifs in BT×623.

**Additional data file 2.** Over-represented promoter motifs in BT×623

| Gene expression patterns | Motif name | Description |
| --- | --- | --- |
| Expressed only in BT×623 | TATABOX3 | Critical for accurate transcription initiation |
| HDZIP2ATATHB2 | Regulated by light signals and as a negative autoregulator of its own gene |
| Higher two times in BT×623 | HDZIP2ATATHB2 | Regulated by light signals and as a negative autoregulator of its own gene |
| MARTBOX | Motif found in matrix attachment region, MAR |
| Regulated genes by sucrose only in BT×623 | SURE1STPAT21 and SURE2STPAT21 | Sucrose Responsive Element (SURE) |
| IBOXCORE | Conserved sequence upstream of light-regulated genes |

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 3 — Over-represented promoter motifs in Keller.

**Additional data file 3.** Over-represented promoter motifs in Keller

| Gene expression patterns | Motif name | Description |
| --- | --- | --- |
| Expressed only in Keller | VSF1PVGRP18 | Xylem-specific expression element |
| CDA1ATCAB2 | Dark response element of chlorophyll a/b-binding protein2 gene |
| Higher two times in Keller | ELRENTCHN50 | Elicitor-responsive element |
| Regulated genes by sucrose only in Keller | ABREZMRAB28 | ABA and water-stress responses |
| AT1BOX | Promoter elements of the genes for tobacco chlorophyll a/b binding proteins |

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 5 — Singapore climate graph.

## Slide 1
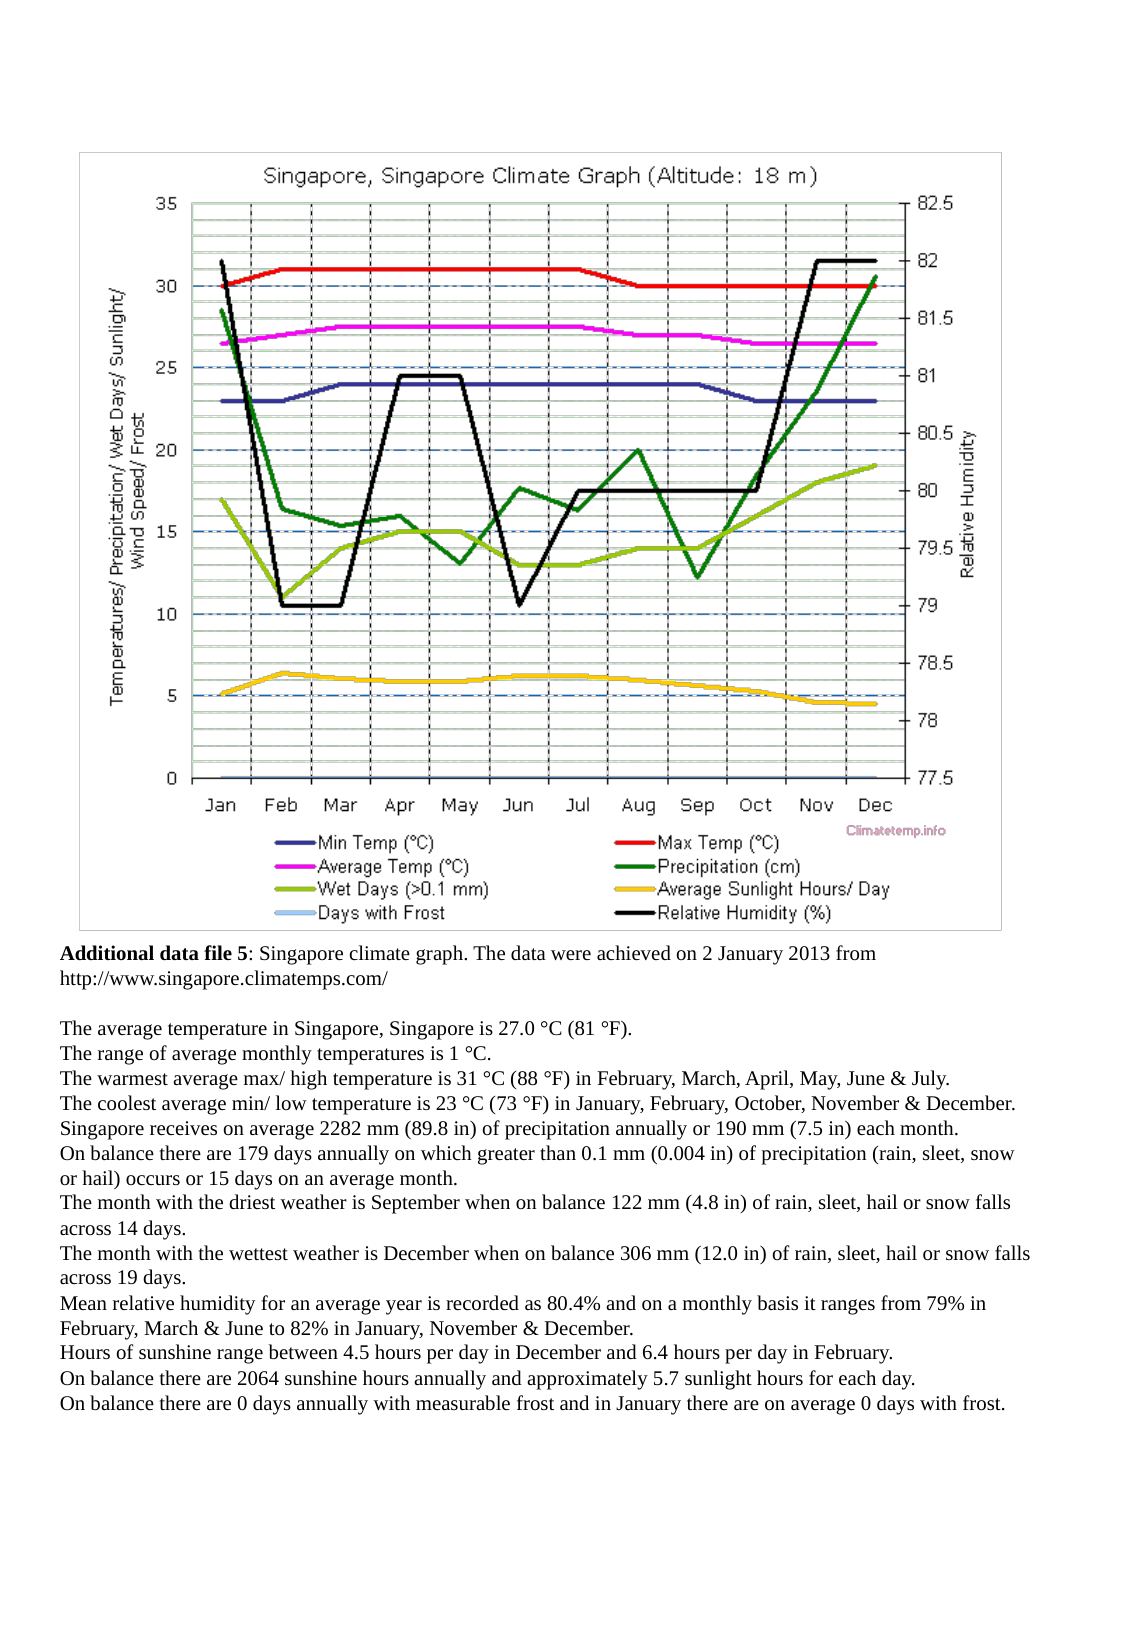

Additional data file 5: Singapore climate graph. The data were achieved on 2 January 2013 from http://www.singapore.climatemps.com/
The average temperature in Singapore, Singapore is 27.0 °C (81 °F).
The range of average monthly temperatures is 1 °C.
The warmest average max/ high temperature is 31 °C (88 °F) in February, March, April, May, June & July.
The coolest average min/ low temperature is 23 °C (73 °F) in January, February, October, November & December.
Singapore receives on average 2282 mm (89.8 in) of precipitation annually or 190 mm (7.5 in) each month.
On balance there are 179 days annually on which greater than 0.1 mm (0.004 in) of precipitation (rain, sleet, snow or hail) occurs or 15 days on an average month.
The month with the driest weather is September when on balance 122 mm (4.8 in) of rain, sleet, hail or snow falls across 14 days.
The month with the wettest weather is December when on balance 306 mm (12.0 in) of rain, sleet, hail or snow falls across 19 days.
Mean relative humidity for an average year is recorded as 80.4% and on a monthly basis it ranges from 79% in February, March & June to 82% in January, November & December.
Hours of sunshine range between 4.5 hours per day in December and 6.4 hours per day in February.
On balance there are 2064 sunshine hours annually and approximately 5.7 sunlight hours for each day.
On balance there are 0 days annually with measurable frost and in January there are on average 0 days with frost.

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 6 — Probe designing for custom microarray chips.

## Slide 1
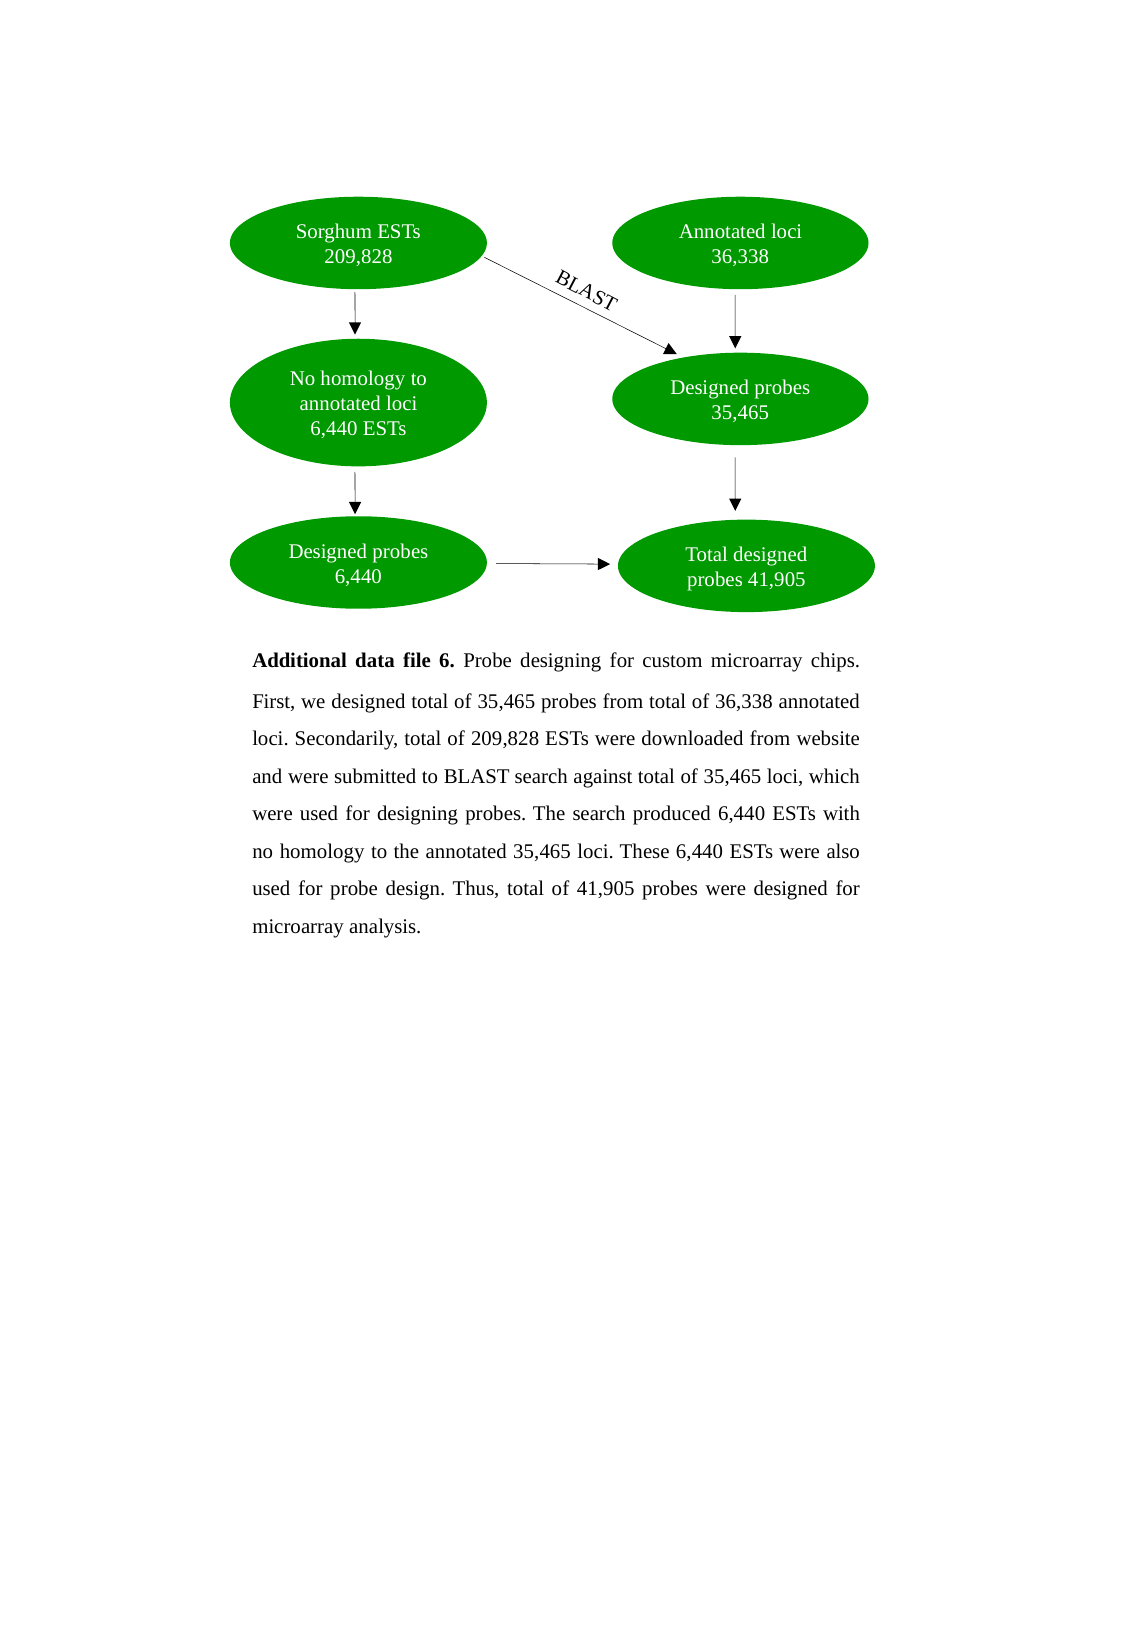

Sorghum ESTs 209,828
Annotated loci 36,338
BLAST
No homology to annotated loci 6,440 ESTs
Designed probes 35,465
Designed probes 6,440
Total designed probes 41,905
Additional data file 6. Probe designing for custom microarray chips. First, we designed total of 35,465 probes from total of 36,338 annotated loci. Secondarily, total of 209,828 ESTs were downloaded from website and were submitted to BLAST search against total of 35,465 loci, which were used for designing probes. The search produced 6,440 ESTs with no homology to the annotated 35,465 loci. These 6,440 ESTs were also used for probe design. Thus, total of 41,905 probes were designed for microarray analysis.

# Supplementary material for: Genetic variation and expression diversity between grain and sweet sorghum lines
**Source:** BMC Genomics. 2013 Jan 16;14:18. doi: 10.1186/1471-2164-14-18
**Supplement:** Additional file 7 — Sampling and quality assessment of the Microarray expression data.

## Slide 1
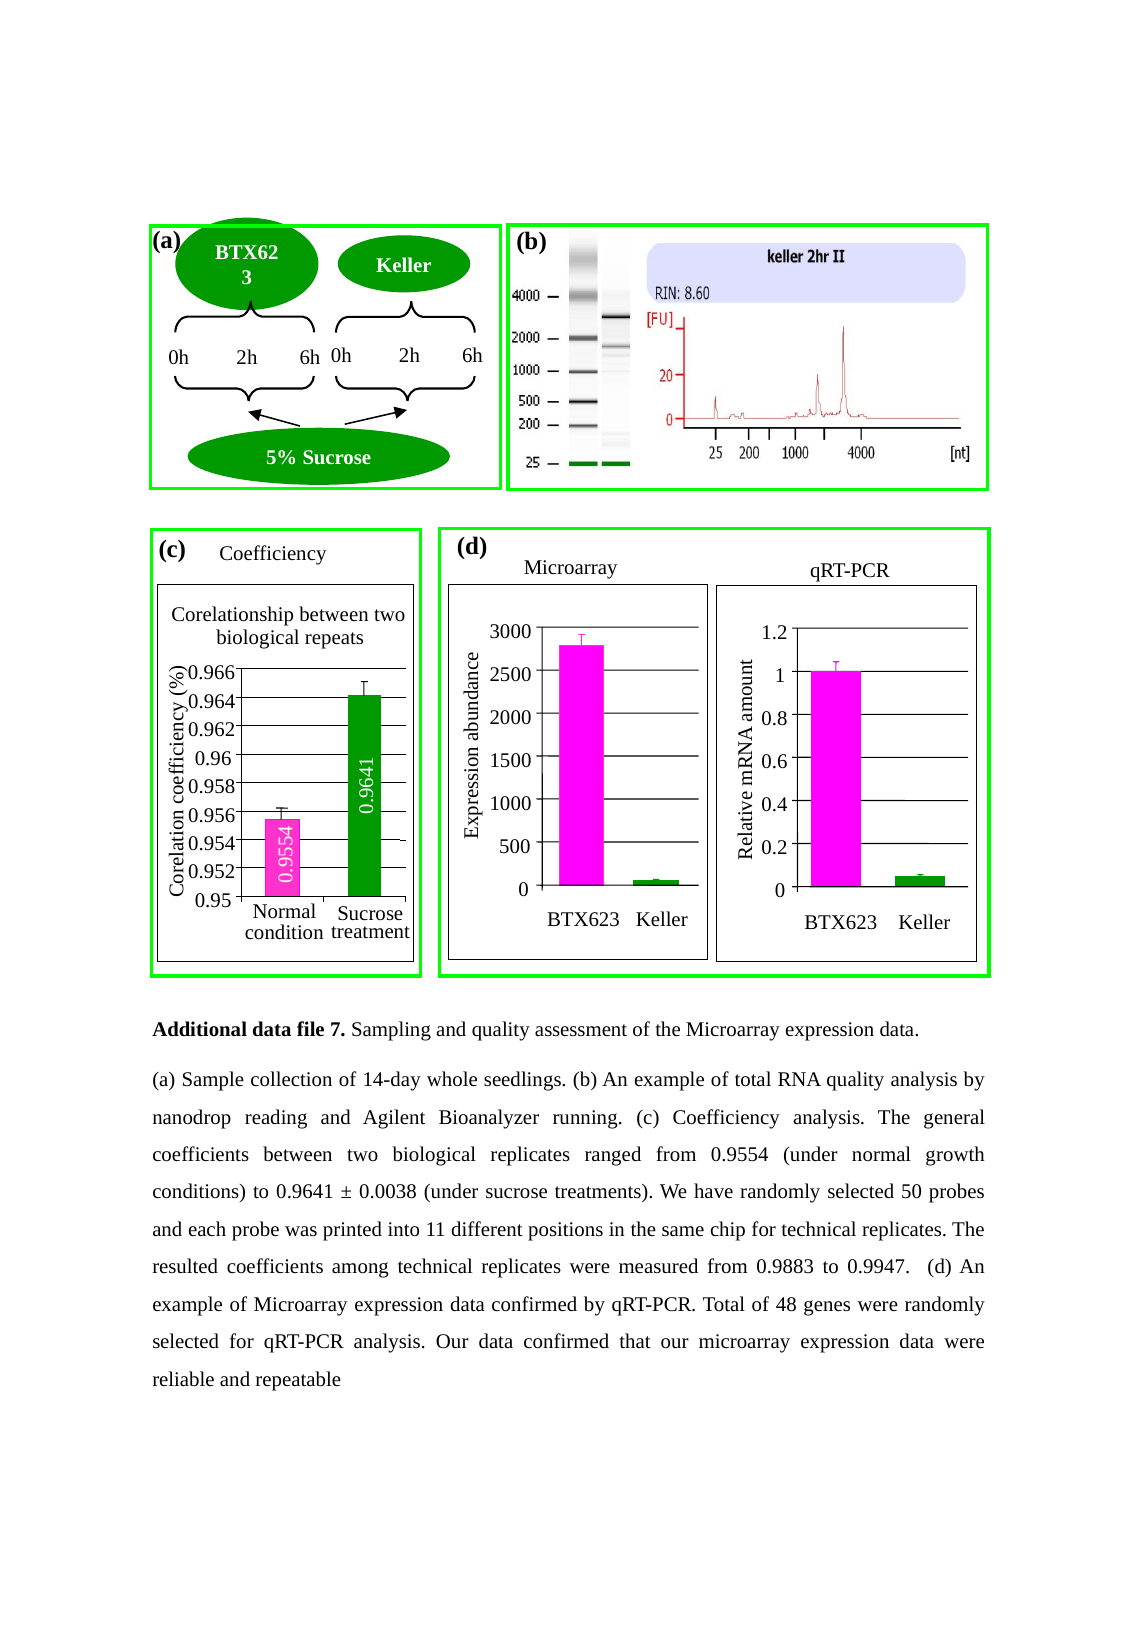

(a)
(b)
BTX623
Keller
0h 2h 6h
0h 2h 6h
5% Sucrose
(d)
(c)
Coefficiency
Microarray
qRT-PCR
Corelationship between two
biological repeats
0.966
0.964
0.962
0.96
0.958
0.956
0.954
0.952
0.95
0.9641
Corelation coefficiency (%)
0.9554
Normal
Sucrose
treatment
condition
3000
1.2
2500
1
2000
0.8
Expression abundance
1500
Relative mRNA amount
0.6
1000
0.4
500
0.2
0
0
BTX623 Keller
BTX623 Keller
Additional data file 7. Sampling and quality assessment of the Microarray expression data.
(a) Sample collection of 14-day whole seedlings. (b) An example of total RNA quality analysis by nanodrop reading and Agilent Bioanalyzer running. (c) Coefficiency analysis. The general coefficients between two biological replicates ranged from 0.9554 (under normal growth conditions) to 0.9641 ± 0.0038 (under sucrose treatments). We have randomly selected 50 probes and each probe was printed into 11 different positions in the same chip for technical replicates. The resulted coefficients among technical replicates were measured from 0.9883 to 0.9947. (d) An example of Microarray expression data confirmed by qRT-PCR. Total of 48 genes were randomly selected for qRT-PCR analysis. Our data confirmed that our microarray expression data were reliable and repeatable

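Pearson's correlation of the log2 processed signal between the 2 arrays of a group, across probes, averaged 0.960 ± 0.000646 (SD over the 2 cultivars) at 0 h and 0.971 ± 0.00391 (SD over 4 groups) after sucrose treatment. Probes are not independent replicates, and no test was made. On the linear scale the averages were 0.948 and 0.955, and over only the probes well above background on both arrays 0.940 and 0.960. For comparison, the median correlation was 0.962 between arrays of the same cultivar at different times, 0.960 between cultivars at the same time and 0.945 between arrays that differed in cultivar and time.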

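On each array, 50 loci had the same probe at 11 positions. The median correlation of log2 signals between pairs of positions ranged from 0.986 on Keller 0 h replicate 1 to 0.996 on BTx623 2 h replicate 2. The median SD over the positions of a probe ranged from 0.09 to 0.22 on the log2 scale. These values measure the spread within an array and not that between plants.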

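All 48 loci of the qRT-PCR list (Additional file 8) have a probe, and 46 passed the filter on dim probes. At 0 h, 19 of the 46 (41.3%) were called different between the cultivars, against 1.92% of the other tested loci (two-sided Fisher's exact test, p = 8.6e-21). With the time points averaged, 20 of the 46 (43.5%) were called, against 4.75% of the others (exact p = 6.6e-15). Over 3 other settings at 0 h, chosen after the data were seen, the share ranged from 34.8% to 50.0% against 0.555% to 8.82% of the other loci. The qRT-PCR values themselves were not analysed here.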

How the deposited data were processed for this re-analysis (not part of the article)

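The data were 12 single-colour arrays of a custom Agilent design, with 2 arrays for each of 6 groups: the cultivars BTx623 and Keller at 0 h, 2 h and 6 h in 5% sucrose solution. The seedlings were 14 days old, and the repeats of a group came from separate plantings. The arrays lay on 3 slides of 4.

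The authors extracted total RNA from entire seedlings, labelled it with Cy3, hybridised it and read the scanned arrays with Agilent Feature Extraction. The intensity values deposited by the authors are, per the file headers, the processed signal of each spot, background-subtracted and corrected for spatial trends within the array, on a linear scale and not normalized between arrays. The flags that the authors deposited with them mark spots well above background, spots with a positive and significant signal, saturated spots and outliers. A matrix of intensity values, also deposited by the authors, held the processed signal of the same arrays rounded to fewer digits; 100% of its values were equal to it within 0.5% when matched by order.

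Outlier spots were left out, and the spots of a probe were averaged on the log2 scale; a flag counted for a probe when at least 50% of its spots carried it. The log2 processed signal of each array was reduced by the log2 of its 75th percentile. Probes well above background on both arrays of at least 1 group were kept, 31950 of 41977. The linear model of limma 3.58.1 (R 4.3.3) was fitted over all 12 arrays with a mean for each group, and its moderated test used a trend of the variance with the signal. Probes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold were called. Each comparison was adjusted on its own: the cultivars at 0 h and averaged over the times, 2 h and 6 h against 0 h in each cultivar, and the difference of these changes between the cultivars. Counts were compared by Fisher's exact test, and shares per array by exact permutation within time points (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). The script was tested on simulated data with 200 changed probes and noise independent between arrays. For the cultivars averaged over the times, 98 of 100 probes changed 8-fold and 75 of 100 changed 4-fold were called, with 6 false calls. With no change there were 0 calls. The simulated arrays had no effect of slide or replicate, which the real arrays may share, so none of the simulated rates need hold for them.

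Whether the replicate numbers pair the samples was checked by the correlation of the deviations of same-numbered arrays from their group means. It was over 0.1 in all 15 pairs of groups, from 0.278 to 0.661, so arrays with the same number deviate together. The replicate number goes partly with the slide, so this cannot decide whether a shared planting or the slide is the source. The model described above has no block for the replicate numbers, as set before the data were examined. The fit with that block is given beside a result where it changes a call or moves a count by over 1.5 times. Treating the numbers as pairs rests on the data and on the repeats being separate plantings. With 2 arrays in a group the deviations of its arrays mirror each other.

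Loci named in the text are those the paper's text or Additional file 1 names, and the probes with the largest change in each direction in each comparison, among those called, with every array of 1 group above every array of the other and well above background on all of them. Likewise, transcription factors with the largest change were named. Coordinates are those in the paper's gene lists, which name no build. A fold written as at least a value takes the lowest signal well above background as the floor. Levels of different probes were not compared. Lists of clock loci, of carbohydrate metabolism, transcription factor, LTR-retrotransposon and CACTA-related genes and of paralog pairs were used; the lists of transcription factors and of pairs were used in part.

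Choices tried in place of these were background correction by normexp with an offset of 50 on median spot signals with local background, quantile normalization, the unscaled matrix, no filter or a filter over all 12 arrays, a block for the slide or for the replicate number, a fit of only the arrays compared, other thresholds, other rules for detection and each array left out. With an array left out, the remaining array of its group is assumed to vary like the other groups. Main choices and most of these were fixed before the data were examined, and those added later are named as such. GO terms, methylation, promoter motifs, Ka/Ks values and qRT-PCR values were not analysed here.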

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

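The tests of a brighter array, of a lower limit of detection and of probes found on a single array were chosen only after the result was seen. In 16 comparisons of an extreme array with the other 5 of its cultivar (its gap to the next array against the range, Dixon's test), 4 stood out, where chance gives about 1 in 20 groups.

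Keller 0 h replicate 2 had 82.6% of its probes well above background, far from the other Keller arrays. Other arrays with a 75th percentile over 600 reached at most 74.3%, which argues against brightness alone. A source that raises all dim probes alike, such as genomic DNA, remains open. Of 6866 probes compared that were well above background on no other array, 47.7% lay higher than on Keller 0 h replicate 1 after scaling (median difference -0.09 on the log2 scale) and 91.8% without scaling (0.90), so that the scaling decides the outcome. Relative to its 75th percentile this array had the lowest limit of detection of all (-6.32 on the log2 scale, and -5.18 on the array with the highest). With the same limit for all arrays its share was 74.5%, still the highest, against 69.6% to 72.1%. With the limit of each array it was 82.6%, against at most 75.2%. A lower limit thus goes with much of the excess and is not the whole cause. A mixture with BTx623 remains open in a small part: on an axis from BTx623 at 0 to Keller at 1 the array lay at 0.935, and the other Keller arrays at 0.971 to 1.01. That mixture is argued against for 1352 probes well above background on this array alone (19.7% of 6872; 26 to 162 on each other array), which BTx623 does not supply. No biological explanation was tested, since the design has no condition for 1 array of a pair.

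BTx623 0 h replicate 1 had a 75th percentile of 378 and a median processed signal of 63.9, both far under the other BTx623 arrays. It was the only BTx623 array on slide 1, whose other arrays were as dim. In the unscaled values, rises were 83.1% of the 2-fold changes in BTx623 replicate 1, whose 0 h array lay on slide 1, and 44.7% in replicate 2, whose arrays all lay on slide 3. The excess of rises without scaling is consistent with the dim slide, given the 44.7%. Scaled, the shares were 44.7% and 42.9%. For the dimness itself no biological explanation was tested.

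On BTx623 6 h replicate 1, 2.61% of the negative controls were well above background, against 0 to 0.654% on the other BTx623 arrays. Keller arrays reached 1.96%. No explanation was tested.

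The 1246 custom probes named neither for a locus nor for an EST, on which the paper does not report, carry signal: a median of 29.4% were well above background (17.7% to 51.3%; 36.0% at most apart from Keller 0 h replicate 2), against 0 to 2.61% of the negative controls. On all 12 arrays 207 did so. Of the 444 in the fit, limma called 9 averaged over the times, all higher in Keller. What they measure was not tested, so no biological explanation was tested.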

How the results depend on the processing

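The slide or replicate block for the lists and classes, the replicate block for pairs, unscaled values with no test or with a slide block, detection at 2 h and 6 h only, the test over same-numbered pairs of arrays and a shared limit of detection were chosen after seeing the data. Counts are given as BTx623/Keller or up/down; a count within 1.5 times the reported value is left out. Quantile normalization (12 of 12 results), no filter on dim probes (12 of 12), no minimum fold (16 of 16), 6 h alone (4 of 4) and a background of all loci (12 of 12) moved none of those by more. They are the cultivar difference, the sucrose response, the shared response and the difference of the responses, with the pairs for no minimum fold, the response alone for 6 h, and the element classes for the background; probes called in 1 cultivar alone are given below. Where no reason is given, the cause was not tested.

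For the cultivars at 0 h (467/231), normexp gave 122/85, the unscaled matrix 257/110, a filter over all 12 arrays 131/72, only the arrays compared 54/13 (fewer arrays estimate the spread), adjusted p under 0.01 284/116, and 2-fold with no test 1532/1470, or 1478/1574 unscaled; the replicate block gave 363 higher in Keller. Averaged over time (965/633), normexp gave 378/279 and the all-array filter 409/290; higher in Keller were 342 unscaled, 1118 unscaled with a slide block and 1190 with no test, and 1706 were higher in BTx623 unscaled with no test. Leaving out 1 array gave 286 to 413 and 123 to 202 at 0 h, lowest without Keller 0 h replicate 1, and 848 to 957 and 510 to 700 averaged over time.

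For the sucrose response in BTx623 (327/637), the values were 206 up with normexp, 82/59 unscaled, 846/1424 with the slide block, 1299/1855 with the replicate block, 534/1518 unscaled with a slide block, 0/0 with only the arrays compared (limma; at an unadjusted p under 0.05 and 2-fold 1842 at 2 h and 3415 at 6 h), 2941/4207 with no test, 5945/2561 unscaled with no test, 13/79 at adjusted p under 0.01, 21/37 at 2 h alone and 179/384 for the mean of the times. For Keller (222/493) they were, in the same order, 128 up, 45/119, 822/1203, 1060/1519, 570/1296, 0/0, 2825/3810, 2764/4101, 12/74, 24/27 and 139/276. Shared (167/400) were 102 up with normexp, 37/50 unscaled, 504/887 with the slide block, 772/1211 with the replicate block, 344/971 unscaled with a slide block, 0/0 with only the arrays compared, 1796/2582 with no test, 2204/1956 unscaled with no test and 5/56 at adjusted p under 0.01. With 1 array left out the ranges were 15 (without BTx623 6 h replicate 2) to 222 up and 65 (without BTx623 6 h replicate 1) to 518 down in BTx623, 8 to 212 up and 47 to 509 down in Keller (lowest without Keller 0 h replicate 1), and 5 (without Keller 0 h replicate 1) to 108 up and 43 (without Keller 6 h replicate 1) to 291 down shared. Of the probes called without the replicate block, all 327 and 637 in BTx623 and all 222 and 493 in Keller were also called with it.

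The difference of the responses had 0 calls by limma at 2 h and at 6 h in all settings with a test and with each array left out (264 and 318 probes at an unadjusted p under 0.05). Chance gives 1597.5, so the test is conservative, and these calls do not show equal responses. With no test it was 2-fold at 2018 and 1958 probes, and unscaled at 2144 and 3056.

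Called in 1 cultivar alone, as BTx623/Keller, were 160/55 up and 237/93 down. Quantile normalization gave 85 up in Keller and no filter on dim probes 102 up in BTx623. With only the arrays compared there were 0/0 up and 0/0 down. The other settings gave 104/26 up and 35 down in Keller with normexp, 45/8 up and 9 down in BTx623 unscaled, 342/318 up and 537/316 down with the slide block, 527/288 and 644/308 with the replicate block, 226 up in Keller and 547/325 down unscaled with a slide block, 1145/1029 and 1625/1228 with no test, 3741/560 and 605/2145 unscaled with no test, and 8/7 and 23/18 at adjusted p under 0.01. With 1 array left out the ranges were 3 (without BTx623 6 h replicate 2) to 216 up and 6 (without BTx623 6 h replicate 1) to 473 down in BTx623, and 3 to 181 up and 2 to 354 down in Keller (lowest without Keller 0 h replicate 1).

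Transcription factors up/down in at least 1 cultivar (14/36) were 32/82 with the slide block and 51/102 with the replicate block. Carbohydrate genes (2/13) were 11/22 with the slide block, 19/28 with the replicate block and 42/41 with no test. The 6 classes (3342 probes) held 7648 with no test. Pairs responding differently (tandem 23/45, segmental 59/42 in BTx623/Keller) were 51/83 and 143/126 with the slide block and 102/100 and 206/164 with the replicate block.

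When 1 array sufficed, 813/2841 probes were detected only at 0 h (534/1207), and 588 in Keller only after sucrose (898). With the positive and significant flag, 816 were detected only at 0 h in BTx623. That flag gave 524 specific locus probes in BTx623 (797). Specific EST probes in Keller (278) were 516 with it, 716 with 1 array and 159 at 2 h and 6 h only. With no signal in the other cultivar, EST probes were 67/56 and locus probes 206/275. Cultivar-specific probes (990/1507) were 273/331 when the other cultivar had to lack signal on all 6 arrays, and 2513 in Keller when 1 array sufficed. Without replicate 1 they were 616/3668 and without replicate 2 2004/975. Their excess in Keller (517) was 904 with the flag for a positive and significant signal, 1568 with 1 array, 58 when the other cultivar had to lack signal, 231 with a shared limit and -156 at 2 h and 6 h only, so that it reversed; it ranged from -1029 without replicate 2 to 3052 without replicate 1.

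The share of probes between 50 and 500, Keller minus BTx623, was 0.268 points and -0.416 after scaling, within the spread of arrays. Over same-numbered pairs of arrays, the class under 50 had an exact p of 0.031, the smallest that 64 changes of sign can give (0.125 adjusted over the 4 classes), so that this test could not call that class alone and does not show that pairing leaves the result unchanged. For probes well above background per array the exact p over these pairs was 0.531. Replicate correlations were 0.948 and 0.955 on the linear scale and 0.940 and 0.960 over probes well above background. CACTA-related loci were 1.34% of BTx623-specific loci with the other flag, now under the background share, and 3.31% of Keller-specific loci, which was then called. The replicate block moved shares to the other side of the background for LTR-related loci higher in Keller (3.81%) or regulated by sucrose only in Keller (2.78%) and for CACTA-related loci regulated only in Keller (1.296%), none of them called.

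For named loci, over settings other than omissions, 347 values kept direction and side of the threshold, 49 lost the call and 12 gained it. With arrays left out the numbers were 428, 130 and 4, and 1 changed direction: Sb09g003710 at 0 h, from -0.18 without Keller 0 h replicate 1 to 0.55 without Keller 0 h replicate 2. The replicate block called Sb03g028880, Sb04g000260 and Sb06g031790 at 0 h and Sb03g034280 at 6 h in both cultivars, and changed no other call of the named loci.

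Signal over background limits dim probes: a probe under the detection limit on 1 array of a group has an uncertain fold, and 31950 of 41977 probes were tested.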

Differences from the paper's values

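The alternatives named here were set before the data were examined unless stated otherwise. Each pair of values gives the paper's first.

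Higher in Keller: the paper's 387, for which its text names no time, against 231 at 0 h. The slide block (291) and the replicate block (363) come within 1.5 times, the other alternatives do not; the unscaled matrix with a slide block (277) does too, chosen after seeing the values.

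Up after sucrose in BTx623: the paper's 1173 against 327. The slide block (846) and the replicate block (1299) come within 1.5 times, the others do not. Up after sucrose in Keller: the paper's 344 against 222; quantile normalization (296) comes within 1.5 times, the others do not. Down after sucrose in Keller: the paper's 820 against 493; the slide block (1203) comes within 1.5 times, the others do not.

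Up in both cultivars: about 290 in Fig. 3f, read by eye, against 167; quantile normalization (211) comes within 1.5 times, the other alternatives set beforehand do not, and the unscaled matrix with a slide block (344) does, chosen after seeing the values. Down in Keller alone: the paper's 447 against 93; the slide block (316), the replicate block (308) and leaving out BTx623 0 h replicate 1 (354) or replicate 2 (347) come within 1.5 times, the others do not, and the unscaled matrix with a slide block (325) does, chosen after seeing the values. Up in BTx623 alone: about 890 in Fig. 3f, read by eye, against 160; a 2-fold change with no test (1145) comes within 1.5 times, the others do not.

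Correlation between replicates: the paper's 0.9554 at 0 h against 0.960, with neither alternative closer than the replicate spread, and the paper's 0.9641 (error 0.0038) after sucrose against 0.971; the probes well above background on both arrays (0.960) come within the error, the linear scale does not.

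Loci in classes: about 920 in Fig. 4a, read by eye, against 358 regulated by sucrose only in BTx623, about 400 against 133 only in Keller, and about 310 against 196 higher in Keller. No alternative was set for these beforehand; the replicate block gives 1044, 540 and 315, chosen after seeing the values. Carbohydrate metabolism related genes up: the paper's 11 against 2; a 2-fold change with no test (42) does not come within 1.5 times, and the slide block gives 11, chosen after seeing the values.

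Sb09g003710 in Keller over BTx623: the paper's at least 2-fold, for which its text names no time, against 1.14-fold at 0 h. The 1.14-fold is an uncertain value. The probe was well above background on 1 of 2 BTx623 arrays, and its log2 difference of 0.18 has an SE of 0.611. It neither meets nor excludes the paper's value. With the same limit on their precision, the slide block (1.63-fold) and leaving out Keller 0 h replicate 2 (1.46-fold) come within 1.5 times, the others do not; the unscaled matrix with a slide block (log2 0.71) does, chosen after seeing the values.

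CACTA-related loci: about 1.3% in Fig. 7d, read by eye, against 0.510% of the loci higher in Keller, and about 2.4% against 0% of those regulated by sucrose only in Keller. None of the alternatives set beforehand comes closer; the replicate block gives 0.635% and 1.296%, chosen after seeing the values.

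Directions and genes: the paper has more probes up than down after sucrose in BTx623, and here more were down (327 up, 637 down); the unscaled matrix has more up, with the test (82 up, 59 down) and with no test (5945 up, 2561 down, chosen after seeing the values). The paper calls the qRT-PCR loci random, and here 41.3% of them were called at 0 h against 1.92% of other loci. The paper has 4 flavonoid genes at least 2-fold higher in Keller, and its text names neither a time nor a test for them. Without a test, Sb03g028880, Sb04g000260 and Sb06g031790 were also over 2-fold higher here at 0 h (log2 differences 1.90, 2.55 and 2.87). None of the 4 was called at 0 h, while limma called these loci averaged over the times (adjusted p 0.037, 0.0021 and 0.041). At 0 h the replicate block calls Sb03g028880, Sb04g000260 and Sb06g031790. The slide block calls Sb04g000260 and Sb06g031790 there, and the unscaled matrix Sb04g000260. The unscaled matrix with a slide block, chosen after seeing the values, calls Sb04g000260 and Sb06g031790, and no setting calls Sb09g003710. Of the 21 loci of Additional file 1c and d, which the paper calls, 14 were not called here. With the replicate block, chosen after seeing the values for this list, 18 of 21 were called, in a cultivar that need not be the one the paper names.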

Other observations

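The tests of brightness in Keller, of other splits of the arrays and of the slide were chosen only after the result was seen.

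Averaged over the times, 1598 probes differed between the cultivars. Of 100 splits of the arrays within time points (108 are possible), 2 had at least as many calls, the real one included, so chance is excluded at 5%; the median of the others was 0. The other such split follows the replicate numbers, with 2143 calls. With the replicate as a block, the cultivars differed at 1167 and 894 probes. Of the 30 splits that part all same-numbered pairs, the real one had the most calls, and the next had 200.

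Arrays with the same replicate number deviate together. Limma called 1279 probes higher and 1030 lower in replicate 2. With the slides in the model it called 0 in either direction, and 2254 had an unadjusted p under 0.05, where chance gives 1597.5; the median standard error was then 0.487, against 0.173. Between groups on slides 2 and 3 and groups on slides 1 and 2, the correlation of the deviations was at least 0.278 (at most 0.531 in 4 pairs of groups), which a change in 1 direction from slide 1 to slide 3 could also give. Replicate 1 lay on slides 1 and 2 and replicate 2 on slides 2 and 3, and only slide 2 held both, with 2 arrays of each. Slide and planting are thus separated only imprecisely, as the larger standard error shows, and both remain open.

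After sucrose treatment more probes fell than rose in Keller. After scaling, falls were 69.0% of the called probes, which argues against unequal brightness as the whole cause. The replicates differed: after scaling, rises were 50.0% of the 2-fold changes in Keller replicate 1 and 38.6% in replicate 2, and without scaling 52.8% and 31.9%. Without Keller 0 h replicate 2, 72 probes were called up and 148 down. In BTx623 the excess of rises appears only in unscaled values. A response to sucrose, to handling and to time remains open.

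More probes were detected in Keller alone than in BTx623 alone (1507 and 990). At 2 h and 6 h only they were 1038 in Keller and 1194 in BTx623, so the 0 h arrays of Keller are a candidate source of the excess. Without replicate 2 there were 975 and 2004.

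Probes higher in BTx623 were 69.9% of the 445 called probes changed at least 8-fold and 53.6% of the 772 changed 2-fold to 4-fold (odds ratio 2.01, two-sided Fisher's exact p = 2.3e-08); of those changed 4-fold to 8-fold they were 63.0%. Sequence differences in Keller under probes designed on BTx623 may contribute. Higher expression in BTx623 remains open as well, and the sequence was not analysed here. For probes of loci the share was 58.1% and for EST probes 73.7%.

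Loci called between the cultivars lie next to each other more often than by chance. On the 4 chromosomes whose tandem pairs are all in the list used, 51 adjacent pairs without listed tandem copies were called in the same direction, where random order gives 12.0 (p = 0.0001, the smallest that 10000 permutations can give), which argues against tandem copies alone. Windows of 100 loci were counted on all 10 chromosomes, with tandem copies kept. Of 265 windows, 7 lay above 14 calls, the 95th percentile of the highest in permutations. The highest had 19 calls. Tandem copies remain open as a source of these windows. A biological explanation, such as a region that differs between the cultivars, was not tested.

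Loci annotated as parts of the circadian clock changed between 0 h and 6 h more than 99.8% of 10000 random lists in BTx623 and 99.9% in Keller, with median absolute log2 changes of 1.87 and 2.10 over 4 loci tested of 5 listed. None was called on its own. Time of day may be part of the change after sucrose treatment; sucrose cannot be separated from it in this design.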
